# Overexpression of β-Arrestins inhibits proliferation and motility in triple negative breast cancer cells

**DOI:** 10.1038/s41598-021-80974-6

**Published:** 2021-01-15

**Authors:** Saber Yari Bostanabad, Senem Noyan, Bala Gur Dedeoglu, Hakan Gurdal

**Keywords:** Cancer, Breast cancer, Molecular medicine, Cell growth

## Abstract

β-Arrestins (βArrs) are intracellular signal regulating proteins. Their expression level varies in some cancers and they have a significant impact on cancer cell function. In general**,** the significance of βArrs in cancer research comes from studies examining GPCR signalling. Given the diversity of different GPCR signals in cancer cell regulation, contradictory results are inevitable regarding the role of βArrs. Our approach examines the direct influence of βArrs on cellular function and gene expression profiles by changing their expression levels in breast cancer cells, MDA-MB-231 and MDA-MB-468. Reducing expression of βArr1 or βArr2 tended to increase cell proliferation and invasion whereas increasing their expression levels inhibited them. The overexpression of βArrs caused cell cycle S-phase arrest and differential expression of cell cycle genes*, CDC45, BUB1, CCNB1, CCNB2, CDKN2C* and reduced HER3, IGF-1R, and Snail. Regarding to the clinical relevance of our results, low expression levels of βArr1 were inversely correlated with CDC45, BUB1, CCNB1, and CCNB2 genes compared to normal tissue samples while positively correlated with poorer prognosis in breast tumours. These results indicate that βArr1 and βArr2 are significantly involved in cell cycle and anticancer signalling pathways through their influence on cell cycle genes and HER3, IGF-1R, and Snail in TNBC cells.

## Introduction

β-Arrestins (βArrs) are adaptor or scaffolding proteins regulating the signalling pathways of G protein coupled receptors (GPCRs)^1^. Their role in desensitization, inhibition, switching, or trafficking of GPCRs signalling is particularly well documented^2^. The agonist stimulation of GPCR leads to its phosphorylation followed by the binding of βArrs to GPCR, which desensitizes and inhibits GPCR signalling^2–4^. This interaction not only inhibits GPCR signalling but also activates different GPCR pathways that are important for cellular growth and cancer development^5^. The binding of βArrs to phosphorylated GPCRs leads to clathrin dependent endocytosis and internalization of the GPCR-βArrs complex. This causes degradation or recycling of GPCRs and activation of the intracellular signalling molecules regulating cell proliferation and motility, such as MAPKs/ERK1/2, JNK, PI3K, and AKT^5–7^. Another important pathway for cellular growth and cancer is transactivation of growth factor receptors with GPCRs in which βArrs have a crucial role^7,8^. βArrs not only regulate the activity of GPCRs and G-proteins but also mediate signalling involving protein kinases (Src, Raf-1, Akt, ERK1/2, JNK) and transcription factors (MDM2, p53, IκB). These are significant modulators of cellular growth and cancer cell migration, invasion, and metastasis^9–12^.

There are some indications that βArrs may trigger malignant signalling and cancer progression through activation of protein kinases (Src, MAPKs, PI3K), growth factor receptors, and transcription factors^5,7,13^. Furthermore, βArrs affect cell survival and can prevent GPCR-induced apoptosis^14,15^.

On the other hand, some studies indicate that βArr-mediated signalling reduces cell proliferation, migration, invasion, and metastasis, and induces apoptosis and an anti-cancer response pattern in some types of cancer^16–18^. They can facilitate cell death by mediating apoptotic signalling^17,18^. Overexpression of βArr2 induces G1-phase cell cycle arrest and suppresses tumorigenicity in renal cell carcinoma^17^. While overexpression of βArr2 significantly reduces cancer cell migration and invasion, down-regulation of it promotes tumour invasion and indicates a poor prognosis for hepatocellular carcinoma^16^. Parallel to these results, depletion of βArr2 in the murine model of lung cancer significantly increased Lewis lung cancer tumour growth, angiogenesis, and metastasis^19^.

Differential expression of βArrs has been shown in several types of cancers, including lung, hepatocellular, colorectal, and breast cancers^16,19–21^. βArr1 expression decreases while βArr2 level increases during breast cancer progression. These changes also correlate with a poor clinical outcome^21^. In addition, stromal expression of βArr1 can predict clinical outcome and tamoxifen response in breast cancer^22^ while βArrs seem to be functionally significant in breast cancers as they regulate lysophosphatidic acid or constitutive-activated receptor-2 mediated cell migration and invasion in TNBCs^23^. βArr2 also inhibits opioid induced apoptosis through anti-apoptotic Akt and pro-apoptotic caspase-8 pathways in breast cancer cells^24^.

While βArrs may have varying effects on cancer cell regulation, these findings indicate overall that their expression and function are important, so further studies are needed to elucidate their role in breast cancers.

This study examined the influence of βArrs on the regulation of TNBC cells, MDA-MB-231, and MDA-MB-468. These cell lines are negative for estrogen receptor (ER-), progesterone receptor (PR-), human epidermal growth factor receptor 2 (HER2-), and are resistant to anti-cancer treatments. βArrs are the main regulators of GPCRs such as lysophosphatidic acid, protease activated, β-adrenergic, opioid, and angiotensin receptors, which mediate significant signalling in TNBCs^23–25^.

Therefore, to clarify the regulatory importance of βArrs, we changed their expression levels in MDA-MB-231 and MDA-MB-468 cells and evaluated cell proliferation, cell motility and cell cycle. To better understand the molecular mechanisms, microarray analysis was performed with βArr1 or βArr2 overexpressing MDA-MB-231 cells, and differentially expressed genes were identified. The genes that were enriched after pathway enrichment analysis, especially in cancer related pathways, were validated by qRT-PCR or Western-blot analyses. We also analysed TCGA data set comparing the expression level of βArr1 or βArr2 and cell cycle genes obtained from our studies to evaluate and discuss the clinical relevance of our results. The combination of mRNA profiling, bioinformatics analysis and experimental data suggested that cell cycle arrest and growth factor receptor downregulation were the main mechanisms regulating cancer cell behaviour in TNBC cells following βArrs overexpression.

## Methods

### Materials

The cell lines (MDA-MB-231, MDA-MB-468, SKBR3, BT-474) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). Human β-arrestin-1 siRNA (sc-29741), β-arrestin-2 siRNA (sc-29208), and scrambled oligo-ribonucleotide complex utilized as control (sc-37007), siRNA transfection reagent (sc-29528), and transfection medium (sc-36868) were all obtained from Santa Cruz Biotechnology. Human β-arrestin-1 (ARRB1) cDNA (SC303424), human β-arrestin-2 (ARRB2) cDNA (SC108950), TurboFectin 8.0 transfection reagent (TF81001), cloning vector PCMV6-XL6 (PCMV6XL6), and cloning vector PCMV6-XL5 (PCMV6XL5) were all purchased from OriGene Technologies, MD, USA. The antibodies, β-Arrestin-1 (sc-9182), β-Arrestin-2 (sc-13140), CDC45 (sc-55569, CCNB1 (sc-245), CCNB2 (sc-28303), BUB1 (sc-365685), GAPDH (1:5,000; Sc-166545), goat anti-rabbit (1:10,000; Sc-31460), rabbit anti-goat (1:10,000; Sc-2768), and donkey anti-mouse (1:10,000; Sc-2314) were obtained from Santa Cruz Biotechnology, CA, USA. β-Arrestin-1 (D803J), β-Arrestin-2 (C16D9), IGF-1R (1:1000; D23H3), E-Cadherin (1:1000; 24E10), Snail (1:1000; C15D3), and Vimentin (1:1000; D21H3) were obtained from Cell Signaling Technology, the Netherlands.

### Cell culture and transfection

MDA-MB-231 and MDA-MB-468 human triple negative breast cancer cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) and Eagle’s minimal essential medium (EMEM), supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin at 5% CO_2_, 37 °C with 90–95% humidity. The cells (2.5 × 10^5^) were cultured in a 6-well plate and left for 24 h to reach 70–80% confluency for cDNA and siRNA transfections. DNA transfections were performed according to the manufacturer’s protocol using, for each well, 4 µl of TurboFectin Transfection 8.0 Reagent, 100 µl of Opti-MEM I, and 2 µg of control nontarget DNA (Cloning vector PCMV6XL5 or PCMV6XL6), and human βArr1cDNA or human βArr2 cDNA. siRNA transfections were performed according to the manufacturer’s protocol by using, for each well, 4 µl of siRNA-transfection reagent, 100 µl of transfection medium, and 1 µg of control siRNA, and human βArr1siRNA or human βArr2 siRNA. After transfection for 48 h at 37 °C, the medium was replaced, and the cells were cultured for an additional 12 h.

### Real time cell proliferation and invasion assay by impedance measurements

These assays were performed as described previously by using the xCelligence Real-Time Cell Analyzer (RTCA) DP system (ACEA Biosciences, Inc., San Diego, CA, USA), according to the manufacturer’s protocol. Briefly, the MDA-MB-231 or MDA-MB-468 cells (5000 cells in 150 µl medium/well; E-plate) were seeded into each well^26^. Subsequently, the impedance of each well of the E-plate was measured continuously for 72–96 h at 37 °C with 5% CO_2_. For the cell invasion assay, cells were incubated for 4 h in serum free medium and a total of 40,000–50,000 cells were seeded in the upper chamber of CIM-plates, which was coated with Matrigel solution (Corning, 354,234). FBS containing medium was added to the lower chamber of the CIM-plates. The impedance measurement was recorded for 40 h. The results were analysed using RTCA data analysis software 1.0 (ACEA Biosciences, Inc., San Diego, CA, USA). The cell proliferation and cell migration or invasion indices were calculated from 4–5 replicates of independent experiments.

### Cell cycle assays

Cell cycle assays were performed using Annexin V FITC (640906, BioLegend, San Diego, CA, USA), propidium iodide staining kit (411301, BioLegend, SanDiego, CA, USA) and NovoCyte Flow cytometer (ACEA Biosciences, Inc., San Diego, CA, USA) using NovoExpress 1.0.2 analysis software, according to each manufacturer’s protocols.

### Protein isolation and Western blotting

Protein isolation and Western blotting were carried out as described previously^27^. The cells in 6 well plates were immediately placed on ice, washed with ice-cold PBS, and homogenized in 100 μl lysis buffer (Roche Diagnostics GmbH, Mannheim, Germany) containing 1% Nonidet P40, 0.02 M sodium orthovanadate, and protease inhibitors. Following homogenization, the cells were incubated for 15 min and centrifuged at 5000×*g* for 5 min at 4 °C. After collecting the supernatant, the protein concentration was determined using the Bradford protein assay and stored at − 80 °C. Electrophoresis (depending on experiments, 20–60 μg protein/per lane) was performed on newly cast 8–10% sodium dodecyl sulphate (SDS)-polyacrylamide gels followed by transfer onto polyvinylidene difluoride membranes. After transfection, we cut the blot membranes according to molecular weight marker and performed hybridisation with different antibodies to be able to obtain multiple protein bands from one blot membrane. Because of this, we could not provide full length of images of some of the western-blot in the supplementary material file. The membranes were blocked for 2 h at 22 °C in PBS with 20 mM NaH_2_PO_4_–Na_2_HPO_4_ (pH 7.6) containing 154 mM NaCl, 5% non-fat dry milk and 0.1% Tween-20. The membranes were incubated with the appropriate primary antibodies overnight at 4 °C and washed three times for 10 min with TBS-0.2% Tween-20 prior to incubation for 1 h at 22 °C with horseradish peroxidase conjugated anti-rabbit, anti-mouse, or anti-goat secondary antibody. Following washing, the membranes were soaked in Clarity Western ECL Substrate (Bio-Rad Laboratories, Inc., Hercules, CA, USA) and imaged using a ChemiDoc MP Imaging System (Bio-Rad Laboratories, Inc.). Band intensities were quantified using Image Lab software (version 5; Bio-Rad Laboratories, Inc.).

### Microarray analysis

Microarray analysis was performed as described previously^28^. For the RNA isolation, the cells were put into Trizol reagent (AppliChem, Darmstadt, Germany), disrupted with a homogenizer, and total RNA was isolated according to the manufacturer’s instructions. DNase treatment was performed on each RNA after RNA isolation by using DNase I (EN0521; Thermo Scientific). The concentration of isolated RNA and absorbance ratio at 260 nm to 280 nm were measured with a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Montchanin, DE, USA). The genome wide gene expression profile was evaluated using a GeneChip Human Genome U133 Plus 2.0 Array (Affymetrix, Santa Clara, CA). One microgram of total RNA was processed using the protocols and instruments recommended by the manufacturer.

### Microarray data analysis

Two biological replicates were used for each βArr1-cDNA and βArr2-cDNA transfected and control-cDNA transfected MDA-MB-231 cell. A total of 6 samples were analysed. BRB Array Tools 4.3.2. stable release was used for the normalization and statistical analysis^29^. Bioconductor packages were used for normalization and statistical comparisons. The data were normalized by Quantile normalization method^30^. The statistical comparisons were performed using the t-test based class comparison function of BRB Array Tools, “between group of arrays (BGA)”. In determining the differential expression of mRNAs between βArr1 and βArr2 overexpressed and control cells, a *p* value less than 0.05 and fold changes more than 2 were used as cut-off values. The complete array data can be found in GEO with the accession number GSE156802.

A separate two-way hierarchical clustering analysis was performed for the clustering of samples according to both genes and sample types using Cluster 3.0^31^. The heatmaps were visualized by Treeview^30^. Common differentially expressed genes between βArr1 and βArr2 overexpressed MDA-MB-231 cells were identified using a Venn diagram drawing tool, VENNY^32^.

### Validation of microarray results by real time quantitative RT-PCR (qRT-PCR)

qRT-PCR was performed as described previously^33^. First strand cDNA was synthesized using 1 µg total RNA with the iScript cDNA Synthesis Kit according to the manufacturer’s instructions (Bio-Rad, Germany). In a reverse-transcription reaction, polyadenylated mRNAs were converted into cDNA by reverse transcriptase with oligo-dT priming. The cDNAs were then used for qRT-PCR profiling. The cDNA was diluted 1:5 before being used as a PCR template and stored at − 20 °C until further use.

The qRT-PCR analysis was performed on a Roche LightCycler 480 using primers specific to the target genes and the SYBR Green Master Mix (Roche, Germany). The amplification mixtures contained 1.0 µl 1:5 diluted cDNA, 5.0 µl SYBR Green PCR Master Mix, 1.0 µl from each forward and reverse primer, and 2 µl RNase-free water in a total volume of 10 µl. Cycling conditions were as follows: 95 °C for 15 min for initial activation and then 40 cycles of 94 °C for 15 s, 55 °C for 30 s, and 70 °C for 30 s during amplification. The ΔΔCt method was used to analyze the qRT-PCR results and GAPDH was used as the normalization factor^33^.

### Statistical and bioinformatics analysis

#### TCGA data analysis

The expression levels of the two βArrs in the clinical samples were assessed in breast tumour tissues, normal samples, and PAM50^34^ subtypes using the TCGA Breast Cancer BRCA data set (*n* = 1247) through the Xena Browser^35^. The BRCA data from TCGA was downloaded and individual data graphs were plotted for tumour/normal comparisons and for PAM50 classification of breast cancer both for ARRB1, ARRB2, CCNB1,CCNB2, BUB1 and CDC45 gene expression by using statistical analysis tool Minitab Software (Minitab LLC, State College, Pennsylvania, USA). The data was reanalysed statistically and significance of the differences between the groups were indicated as p values.

#### Pathway enrichment analysis of the target genes

To better understand the functional characteristics of differentially expressed mRNAs, a KEGG pathway enrichment analysis was performed using the WebGestalt tool^36^. As the default setting, the minimum number of genes was adjusted to 2 from the list required for a pathway to be considered. The adjusted *p* value of each enriched pathway was calculated following Benjamini and Hockberg^37^ and the statistically enriched pathways were obtained using a hypergeometric test (*p* value < 0.05).

Data are reported as means ± standard error of the mean, while ‘n’ represents the number of independent experiments for each indicated condition. Comparisons between groups were performed with *Student’s t* test or one-way analysis of variance followed by Tukey’s post-hoc test, with *p* < 0.05 considered to indicate a statistically significant difference.

### Ethics approval

This article does not contain any studies with human participants or animals performed by any of the authors.

## Results

### βArr1 or βArr2 are regulated in breast tumours

To determine the clinical significance of the two βArrs we explored the expression profiles of these two genes in TCGA breast tissue data set^35^. The TCGA data analysis showed that βArr1 expression was downregulated significantly in breast tumours compared to normal tissues (Fig. 1A). Further analysis performed with the molecular subtypes of breast cancer (Normal-like, Luminal A, Luminal B, HER2 Enriched and Basal-like) also showed gradual downregulation of βArr1 from Normal-like tumours to the most severe subtype of breast cancer, Basal-like ones (Fig. 1B). The downregulation was statistically significant in Basal-like tumours compared to Normal-like, Luminal A, Luminal B or HER2-enriched subtypes (ANOVA; *p* < 0.002) (Fig. 1B). The expression difference among the other subtypes was not statistically different. (ANOVA; *p* > 0.05) (Fig. 1B). A similar analysis performed for βArr2 showed a slight increase in the gene expression in tumour samples compared to normal samples (Supplementary Fig. 1A) (ANOVA; *p* < 0.027). On the other hand, the gene was downregulated significantly in Luminal A, Luminal B or Her2 Enriched compared to the Normal-like or Basal-like breast tumours (Supplementary Fig. 1B) (ANOVA; *p < 0.0001). βArr2 expression is not significantly different between Normal-like and Basal-like breast tumours (ANOVA; *p* > 0.05).

**Figure 1:**
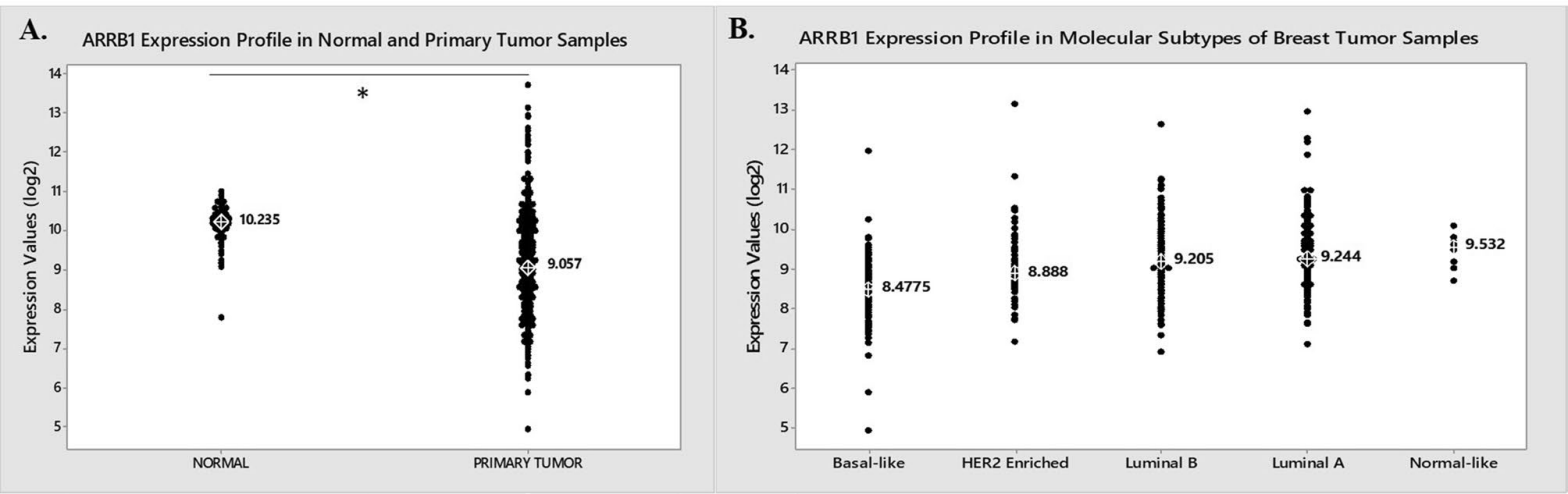
TGCA data analysis and downregulation of βArr1 expression in tumour samples. (**A**) The expression levels of βArr1 (ARRB1) in the clinical samples were assessed in breast tumour tissues and normal samples using the TCGA Breast Cancer BRCA data set (*n* = 1211). The expression profiles of ARRB1 gene in 114 normal samples and 1097 primary tumour samples obtained from TCGA are shown in individual value plots. The median expression values are marked for each sample type, which is 10.235 for normal samples and 9.057 for the tumour samples. ARRB1 gene is significantly downregulated in tumour samples compared to normal samples (t-test; *p* = 1.35977E^−33^). (**B**) The expression profiles of ARRB1 gene in 98 Basal-like, 58 HER2-enriched, 127 Luminal B, 231 Luminal A and 8 Normal-like breast tumour samples obtained from TCGA are shown in individual value plots. The values given on the value plots are the median values for each sample type. According to ANOVA and Tukey’s post-hoc test result ARRB1 expression is significantly downregulated in Basal-like tumours compared to Normal-like, Luminal A, Luminal B or HER2-enriched subtype (ANOVA; *p < 0.002).

In addition to TCGA data, to show the variability of the expression of βArr1 or βArr2 in the most aggressive breast cancer cell lines, TNBC cells (MDA-MB-231 and MDA-MB-468) and the less aggressive ones Her2-enriched (SKBR3) and Luminal B (BT474), Western-blot analysis was performed (Fig. 2).

**Figure 2:**
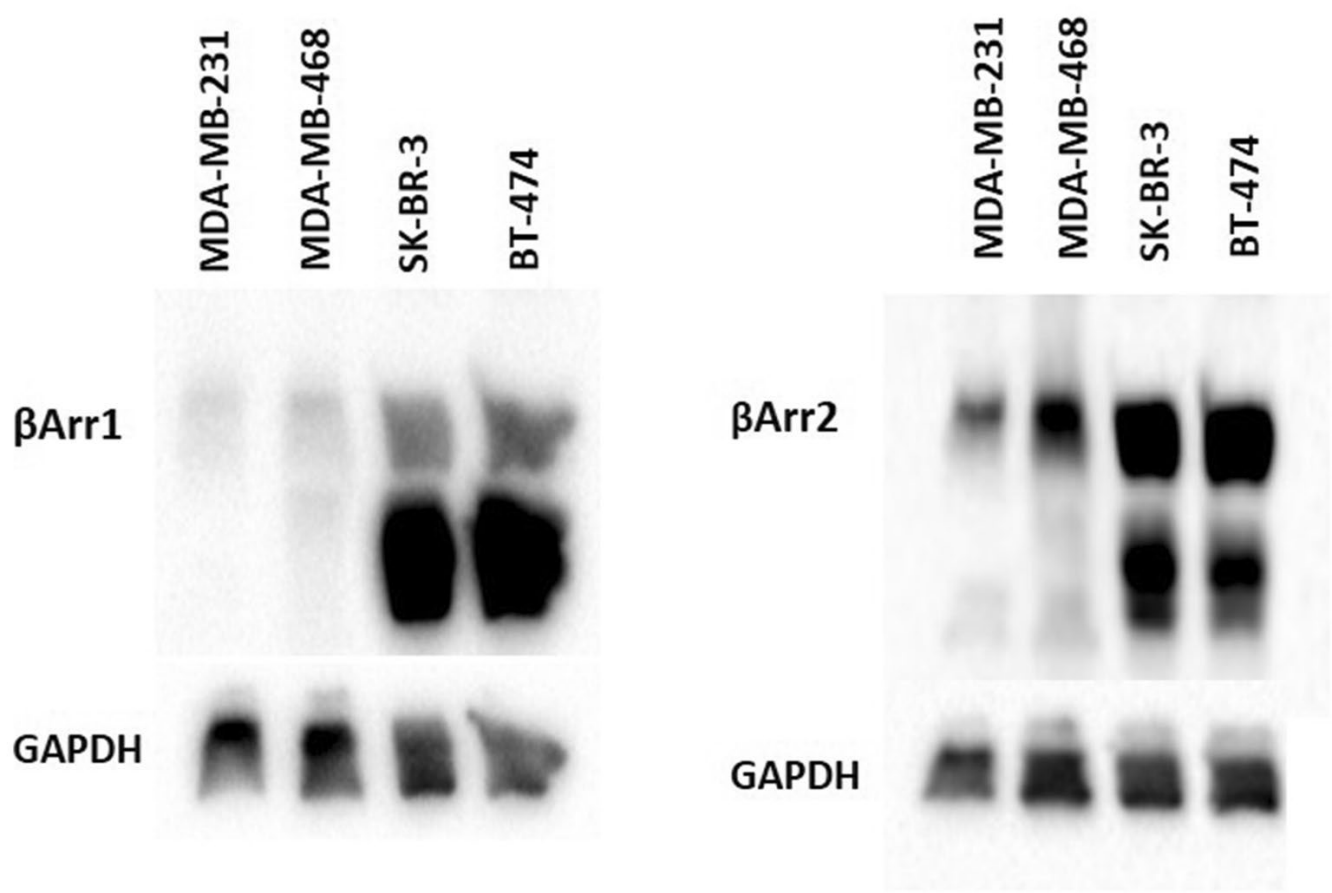
Expression of βArr1 or βArr2 in breast cancer cell lines. Representative Western-blot analysis of the expression of βArr1 or βArr2 from the cell lysate (30 µg/per lane) of the most aggressive breast cancer cell lines TNBCs (MDA-MB-231 and MDA-MB-468) and the less aggressive ones Her2-enriched (SKBR3) and Luminal B (BT474) was shown. The analysis showed a single band in MDA-MB-231 and MDA-MB-468 and two bands in SKBR3 and BT474. The second lower band in western-blot analysis in SKBR3 and BT474 is most probably related to splice variants of βArr1 and βArr2. The expression of both βArr1 and βArr2 was significantly less in TNBC cells (MDA-MB-231 and MDA-MB-468) than Her2-enriched, SKBR3, or Luminal B, BT474. The expression of βArr1 and βArr2 was significantly less in MDA-MB-231 than in MDA-MB-468.

The expression of both, βArr1 and βArr2, was significantly less in TNBC cells (MDA-MB-231 and MDA-MB-468) than SKBR3 or BT474 (Fig. 2). We observed a second lower band in Western-blot analysis in SKBR3 and BT474. This second band is most probably related to splice variants of βArr1 and βArr2, which have been shown previously^38^. The expression of βArr1 and βArr2 was also different and less in MDA-MB-231 than in MDA-MB-468 (Fig. 2).

### Regulation of βArr1 or βArr2 expression levels modulates cell proliferation in TNBC cells

Transfection of βArr1 and βArr2-siRNA significantly reduced their expression levels in MDA-MB-231 and MDA-MB-468 cells (Fig. 3A,B). Concordant with the TCGA data, downregulation of βArr1 and βArr2 increased the proliferation capacity of both TNBC cells, MDA-MB-231, and MDA-MB-468 (Fig. 3C,D). Conversely, transfection of βArr1 and βArr2-cDNA significantly increased their expression levels in MDA-MB-231 and MDA-MB-468 (Fig. 4A,B) and reduced the proliferation capacity of MDA-MB-231 and MDA-MB-468 cells compared to control cells (Fig. 4C,D).

**Figure 3:**
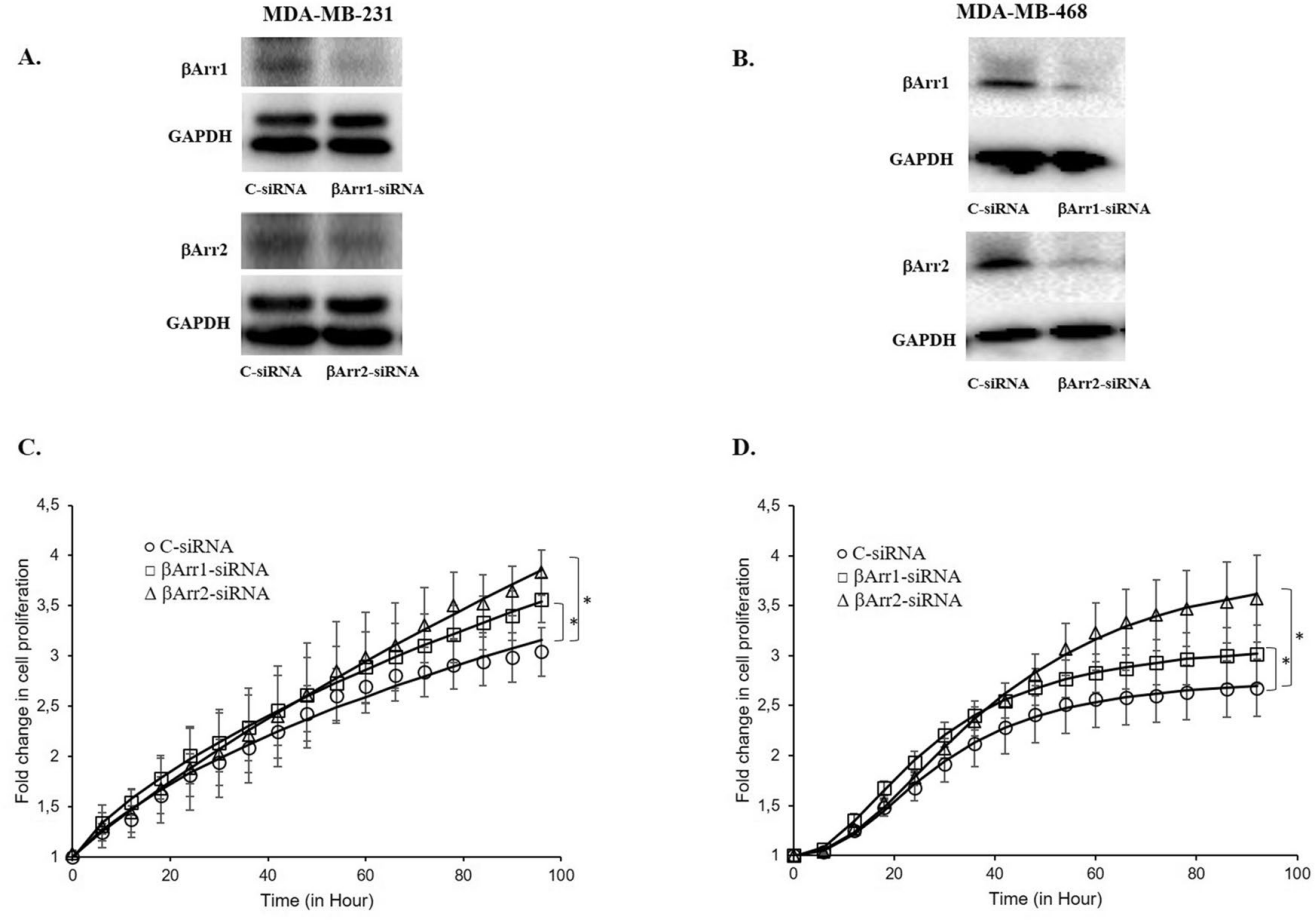
Silencing expression of βArr1 or βArr2 and increased cell proliferation. The expression level of βArr1 or βArr2 was reduced by transfecting βArr1 or βArr2-siRNA to MDA-MB-231 or MDA-MB-468 cells and (**A**) and (**B**) show a significant decline in the level of these proteins determined by Western-Blot analysis. (**C**) and (**D**) show impedance measurement of cell proliferation with real time cell electronic sensing system in C (control-siRNA)-, βArr1-, or βArr2-siRNA transfected MDA-MB-231 and MDA-MB-468 cells. Cell proliferation was recorded continuously just after seeding cells. The cell proliferation after four hours was defined as the baseline and the fold change of the baseline was determined for further measurements and shown as the fold change in cell proliferation in C and D. Reducing the expression level of βArr1 or βArr2 increased the cell proliferation in both cell lines. Data are presented as mean ± standard error of the mean; n = 4–5; ^*^ = *p* < 0.05 versus C-siRNA.

**Figure 4:**
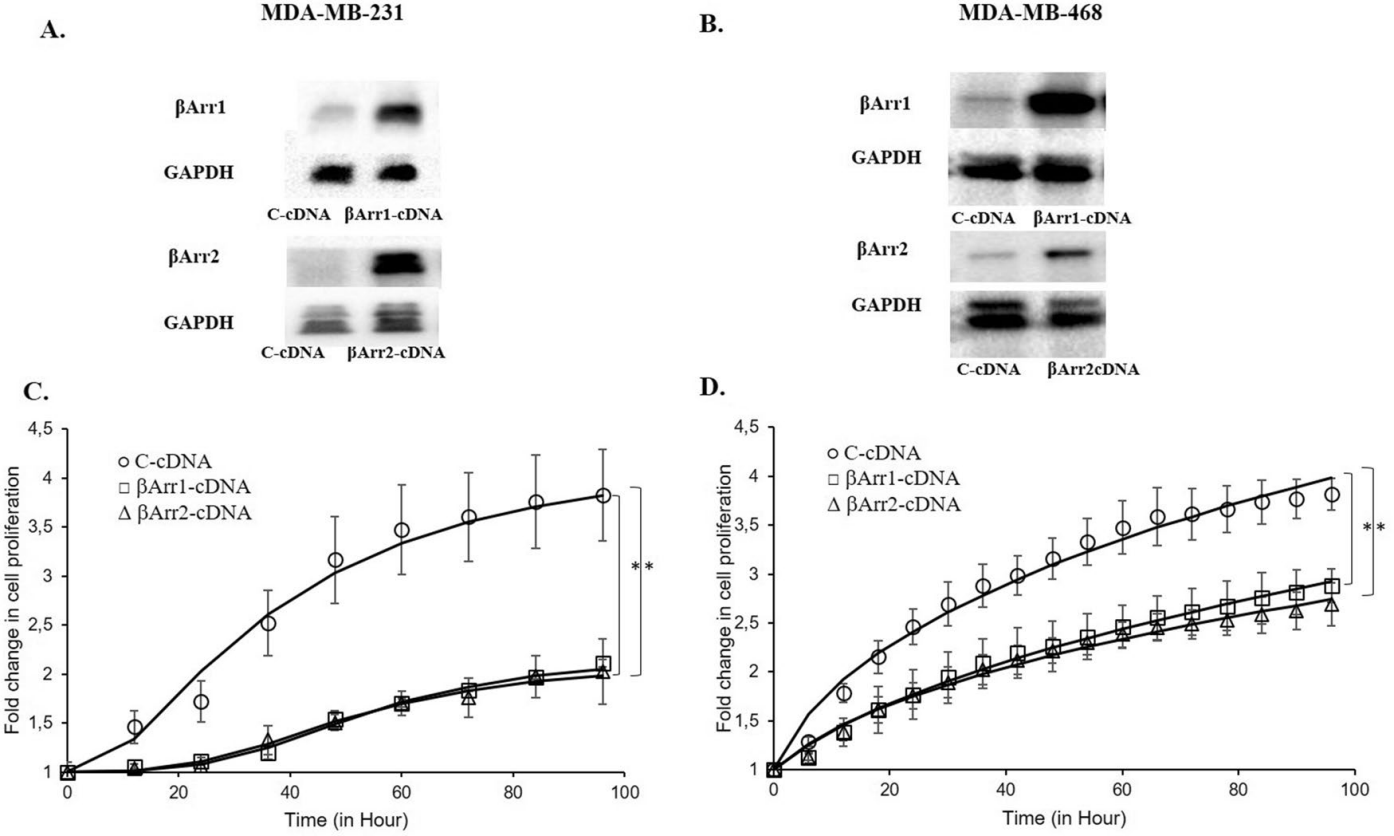
Overexpression of βArr1 or βArr2 and decreased cell proliferation. The expression level of βArr1 or βArr2 was increased by transfecting βArr1 or βArr2-cDNA to MDA-MB-231 or MDA-MB-468 cells and (**A**) and (**B**) show a significant increase in the level of these proteins determined by Western-blot analysis. (**C**) and (**D**) show impedance measurement of cell proliferation with real time cell electronic sensing system in C (control)-, βArr1-, or βArr2-cDNA transfected MDA-MB-231 and MDA-MB-468 cells. Cell proliferation was recorded continuously just after seeding cells. The cell proliferation after four hours was defined as the baseline and the fold change of the baseline was determined for further measurements and shown as the fold change in cell proliferation in C and D. Overexpression of βArr1 or βArr2 significantly inhibited the cell proliferation in both cell lines. Data are presented as mean ± standard error of the mean; n = 4–5; ^*^ = *p* < 0.05 versus C-cDNA.

### Microarray analysis

To further characterize the molecular functions of these two genes in TNBC, microarray analysis was performed with the MDA-MB-231 cells transfected with βArr1-cDNA, βArr2-cDNA, and control-cDNA. This showed that 455 and 390 genes were differentially expressed in βArr1 and βArr2-overexpressed MDA-MB-231 cells respectively compared to control cells. Furthermore, Venny Venn’s diagram drawing tool was used to find out the common differentially expressed genes between βArr1 and βArr2 overexpressed cells. Of these differentially expressed genes, 388 were common to both βArr1 and βArr2, including almost all the differentially expressed genes in βArr2 overexpression (Fig. 5A). 

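MDA-MB-231, an established line of mesenchymal triple negative breast cancer cells, was profiled after transfection with a plasmid carrying the cDNA of βArr1 or βArr2. The control-cDNA cells received the cloning vector. The cells were transfected for 48 h with 2 µg DNA per well and cultured for 12 h more. Each group gave 2 biological replicates, so that 6 GeneChip Human Genome U133 Plus 2.0 arrays were compared. The authors treated the total RNA with DNase, labelled it by the manufacturer's protocol and normalized the array values by the quantile method with BRB Array Tools 4.3.2 and Bioconductor packages. The background correction and the summary of the probes are not given in the sources used here. The lowest value was 2.77, and the values were read as log2 from their range and analysed without further normalization. Each gene was represented by the probe set with the highest mean among those with a single gene symbol, which gave 19775 genes. Groups were compared with limma in a single fit of all 6 arrays, with Benjamini-Hochberg adjustment over all genes. ARRB1, the gene of βArr1, had a log2 value of 12.19 ± 0.07 (mean ± SD, n = 2) in βArr1-cDNA arrays, 6.41 ± 0.05 (n = 2) in βArr2-cDNA arrays and 6.36 ± 0.06 (n = 2) in control-cDNA arrays. Against control-cDNA its log2 fold change was 5.83 (standard error 0.083, adjusted p = 8.1e-08) with βArr1-cDNA and 0.04 (adjusted p = 0.839) with βArr2-cDNA. The probe set used, 218832_x_at, carries the suffix of sets that may cross-hybridise, but 222756_s_at rose by 5.96 as well. The other 5 probe sets of ARRB1 lay between −0.19 and 0.03. Replicates of a group correlated with r of 0.997 to 0.998. This r was 0.990 to 0.992 for βArr1-cDNA with control-cDNA arrays and 0.995 to 0.996 for βArr2-cDNA with control-cDNA arrays. The spiked-in poly-A RNAs, bacterial transcripts added to each RNA before labelling, were lower in βArr1-cDNA arrays, with a median log2 difference from control-cDNA of −0.40 over 24 probe sets, 21 of them below all other arrays in both replicates. The same median was −0.01 in βArr2-cDNA arrays. The number of arrays limits the precision, since an exact two-sided permutation test of 2 arrays against 2 cannot go below p = 0.333.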

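After transfection of βArr1, the kinetochore gene SPC25 and the kinesin gene KIF20A were among the genes with the largest falls, and AADACP1 and MMP10 among those with the largest rises. After transfection of βArr2, the cyclase gene GUCY1B1 and the recombination gene RAD54B were among the genes with the largest falls, and TNFSF18 and LCN2 among those with the largest rises. With βArr1-cDNA, the log2 fold change against control-cDNA was 2.45 for AADACP1, a pseudogene related to an esterase (standard error 0.189, adjusted p = 0.000628), 1.91 for MMP10, a matrix metalloproteinase (standard error 0.158, adjusted p = 0.000749), and 1.76 for SEC11C, a subunit of the signal peptidase (standard error 0.106, adjusted p = 0.0005). CNTN4, a neural adhesion molecule, rose by 1.90, SLAMF7, a surface receptor, by 1.62, and ESM1, a secreted proteoglycan, by 1.51. SPC25, a part of the kinetochore, had a log2 fold change of −2.26 (standard error 0.149, adjusted p = 0.00056), and KIF20A, a kinesin of cytokinesis, −1.95 (standard error 0.147, adjusted p = 0.000628). Further falls were −1.92 for PCDH7, a protocadherin, −1.92 for SHISA3, an antagonist of Wnt and FGF receptors, −1.92 for GUCY1B1, a subunit of soluble guanylate cyclase, −1.90 for DMBT1, a secreted scavenger protein, −1.88 for APOBEC3B, a cytidine deaminase, and −1.85 for SLC4A4, a bicarbonate transporter. With βArr2-cDNA, TNFSF18, a ligand of the TNF family, rose by 1.43 (standard error 0.116, adjusted p = 0.00962), LCN2, a secreted iron carrier, by 1.27, PER2, a clock gene, by 1.25, and FICD, an enzyme of the endoplasmic reticulum, by 1.13. GUCY1B1 had a log2 fold change of −1.38 with βArr2-cDNA (standard error 0.101, adjusted p = 0.00962), RAD54B, a factor of recombination, −1.18, DMBT1 −1.13, SPICE1, a spindle protein, −1.02, SHISA3 −1.02, and RRM2, a subunit of ribonucleotide reductase, −1.02. These genes were chosen among those with groups that do not overlap. By that choice, both arrays of the transfected group lay on the same side of both control-cDNA arrays. ESM1 and SHISA3 were read with probe sets of suffix _x_at, and other probe sets of SEC11C, SLAMF7, PCDH7 and SLC4A4 with βArr1-cDNA, and of PER2, SPICE1 and RRM2 with βArr2-cDNA, did not all pass the test. Over all genes, 1855 were higher and 1989 lower in βArr1-cDNA arrays at an adjusted p under 0.05, and 135 were higher and 184 lower in βArr2-cDNA arrays. At the cut-offs of the methods, applied to limma's fit, 40 genes were higher and 169 lower in βArr1-cDNA arrays, and 12 were higher and 10 lower in βArr2-cDNA arrays. Arrays of βArr1-cDNA and control-cDNA did not overlap for 57.2% of the genes and those of βArr2-cDNA and control-cDNA for 49.0%, where chance gives 33.3%. The methods' t-test with the same adjustment passed 3 genes for βArr1-cDNA and 0 for βArr2-cDNA, with 4344 and 2587 genes at an unadjusted p under 0.05. The βArr1-cDNA count was 2103 without βArr1-cDNA replicate 1, 2551 without βArr1-cDNA replicate 2, 2175 without control-cDNA replicate 1 and 2329 without control-cDNA replicate 2, and the βArr1-cDNA genes named here passed the test in each case. The βArr2-cDNA count was 124 with only the compared groups in the fit, as the βArr1-cDNA arrays enter it only through the variance. It rested on each array of the compared groups. The list was shorter without control-cDNA replicate 1. With limma it was lost without βArr2-cDNA replicate 1, βArr2-cDNA replicate 2 or control-cDNA replicate 2, each of which leaves 1 array in a compared group. The βArr2-cDNA genes named here lost their call without each of these 3 arrays, RAD54B and DMBT1 also without control-cDNA replicate 1, with a highest adjusted p of 0.165 to 0.234. At the cut-offs, 11 genes passed for βArr2-cDNA without βArr2-cDNA replicate 1 and 35 without βArr2-cDNA replicate 2.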

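The genes that changed after transfection of βArr2 were for the most part genes that changed, further and in the same direction, after transfection of βArr1. Past the cut-offs of the methods, 9 genes were higher in both, namely ADTRP, CNTN4, CTHRC1, FICD, LFNG, PER2, SCG5, SEC11C and TNFSF18. Another 10 were lower in both, namely APOBEC3B, DMBT1, GUCY1B1, MGC12916, MYH10, RAD54B, RRM2, SHISA3, SLC4A4 and SPICE1. These 19 genes made up all but 3 of the 22 genes past the cut-offs for βArr2-cDNA. At an adjusted p under 0.05, 128 genes were higher in both comparisons, 172 were lower in both and 0 went in opposite directions. These 300 genes were 94.0% of the 319 that changed with βArr2-cDNA, and 317 of the 319 had the same sign of change with βArr1-cDNA. The change was larger with βArr1-cDNA for 230 of the 300 genes, and the median ratio of the βArr2-cDNA to the βArr1-cDNA log2 fold change was 0.755. Both comparisons used the same control-cDNA arrays, which raises the overlap. Independent lists would share 12.7 higher and 18.5 lower genes at the adjusted p, and 0.0243 and 0.0855 at the cut-offs. Across genes, which are not independent replicates, the log2 fold changes correlated with r = 0.764, against a mean of 0.499 and a highest value of 0.519 in 100 simulated pairs of unchanged groups with shared controls. With its own control-cDNA array for each comparison, a setting chosen after the values were seen, r was 0.540 with control-cDNA replicate 1 for βArr1-cDNA and replicate 2 for βArr2-cDNA and 0.591 the other way round, with 20 and 15 genes shared past the cut-offs and 29 and 0 at the adjusted p, where limma passed 32 and 0 genes for βArr2-cDNA (2577 and 2843 at an unadjusted p under 0.05). In the direct comparison of βArr1-cDNA with βArr2-cDNA, 61 of the 300 shared genes differed at an adjusted p under 0.05. Of the 467 genes that differed over the whole array, 447 lay further from control-cDNA with βArr1-cDNA, 439 also changed with βArr1-cDNA against control-cDNA and 66 with βArr2-cDNA, and 106 had log2 fold changes of opposite sign against control-cDNA with βArr1-cDNA and βArr2-cDNA. The count of shared genes was 116 without βArr1-cDNA replicate 1, 114 without βArr1-cDNA replicate 2, 32 without control-cDNA replicate 1, and 0 with limma without βArr2-cDNA replicate 1, βArr2-cDNA replicate 2 or control-cDNA replicate 2, where the βArr2-cDNA list itself was empty. Past the cut-offs, 10 genes were shared without βArr2-cDNA replicate 1. At an adjusted p under 0.05, the direct comparison passed 5 genes without βArr1-cDNA replicate 1, 257 without βArr1-cDNA replicate 2, 4 without βArr2-cDNA replicate 1 and 1 without βArr2-cDNA replicate 2.

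**Figure D1:**
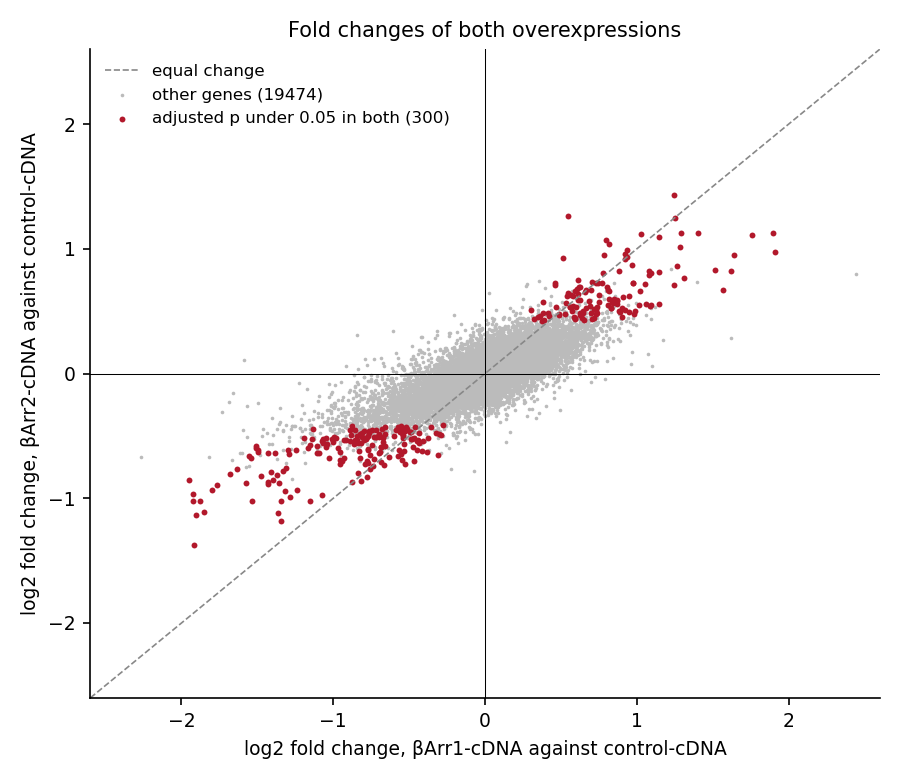
Log2 fold change of each gene with βArr2-cDNA (vertical axis) and with βArr1-cDNA (horizontal axis), both against control-cDNA, with 1 gene, ARRB1, outside the axes. The 300 genes past the test in both (red points) lie in the quadrants of equal direction, and 230 of them changed more with βArr1-cDNA than with βArr2-cDNA.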

To understand the molecular functions of these genes, pathway enrichment analysis was performed and the KEGG pathways were identified via Webgestalt, WEB-based GEneSeTAnaLysis Toolkit^36^. 

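Among genes of the KEGG cell cycle pathway, the cyclins CCNA2, CCNB1 and CCNB2, the phosphatase CDC25C, the kinases PLK1 and BUB1 and the anaphase-promoting complex gene CDC27 were lower in βArr1-cDNA arrays past the cut-offs of the methods, while CCNE2 and CDC25A, which drive entry into S phase, were higher. These were 9 of 120 measured genes of the pathway, where 1.27 are expected by chance (odds ratio 7.88, one-sided Fisher's exact test, p = 5.3e-06, adjusted p = 3.2e-05 over 6 tests). CDC27 counts among them through 217878_s_at, at −1.66, while 217880_at lay at −0.05 and its other probe sets did not pass. In the KEGG p53 signalling pathway 5 of 63 genes passed the cut-offs, where 0.666 are expected (odds ratio 8.24, the same exact test, p = 0.000537, adjusted p = 0.00161). They were CCNB1, CCNB2 and CCNE2, which the cell cycle pathway holds too, RRM2, with a log2 fold change of −1.53, and TP53I3, an oxidoreductase induced by p53, which rose by 1.05. In the KEGG Jak-STAT signalling pathway 1 of 130 genes passed, where 1.37 are expected (exact p = 0.75, adjusted p = 1). This was IL7R, a cytokine receptor chain, with a log2 fold change of −1.31. Among members that missed the fold cut-off, IFNAR1, a chain of the interferon receptor, rose by 0.91, and CBLB, a ubiquitin ligase, had a log2 fold change of −0.70, while other probe sets of each did not pass the test. At an adjusted p under 0.05 the tests gave 46 cell cycle genes, where 23.3 are expected (exact p = 1.2e-06), 23 p53 signalling genes (exact p = 0.00115) and 23 Jak-STAT genes (exact p = 0.726). With βArr2-cDNA, RRM2 alone of the 3 pathways passed the cut-offs (p53 signalling, exact p = 0.0678, adjusted p = 0.136). TP53I3 rose by 0.72 there and IL7R had a log2 fold change of −0.76, both under the fold cut-off. The calls of these genes with βArr2-cDNA were lost without βArr2-cDNA replicate 1, βArr2-cDNA replicate 2 or control-cDNA replicate 2. That of TP53I3 was also lost without control-cDNA replicate 1, and that of IL7R on leaving out any of the 6 arrays. The βArr1-cDNA arrays enter this comparison only through the variance. The direction of whole pathways was tested with camera of limma, adjusted over 21 gene lists. Of the p53 signalling genes 11 were higher and 12 lower in βArr1-cDNA arrays (13 and 12 adjusted over the list alone), with an adjusted p = 0.942 and a median of 0.04 where the mean was −0.02 and the test pointed down. For Jak-STAT signalling these were 12 higher and 11 lower (12 and 11 adjusted over the list alone, adjusted p = 0.99), with a mean of 0.01 where the test pointed down. Of 27 direct target genes of p53, 8 were higher and 5 lower (9 and 6 adjusted over the list alone, adjusted p = 0.645). The pathway lists were written from general knowledge and may miss or add members.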

The differentially expressed genes were significantly enriched in cancer related pathways, such as the cell cycle, p53, and Jak-STAT signalling pathways (Fig. 5B). Since the most significant pathway was the cell cycle, we focused on this pathway and the genes that are the key players in it.

**Figure 5:**
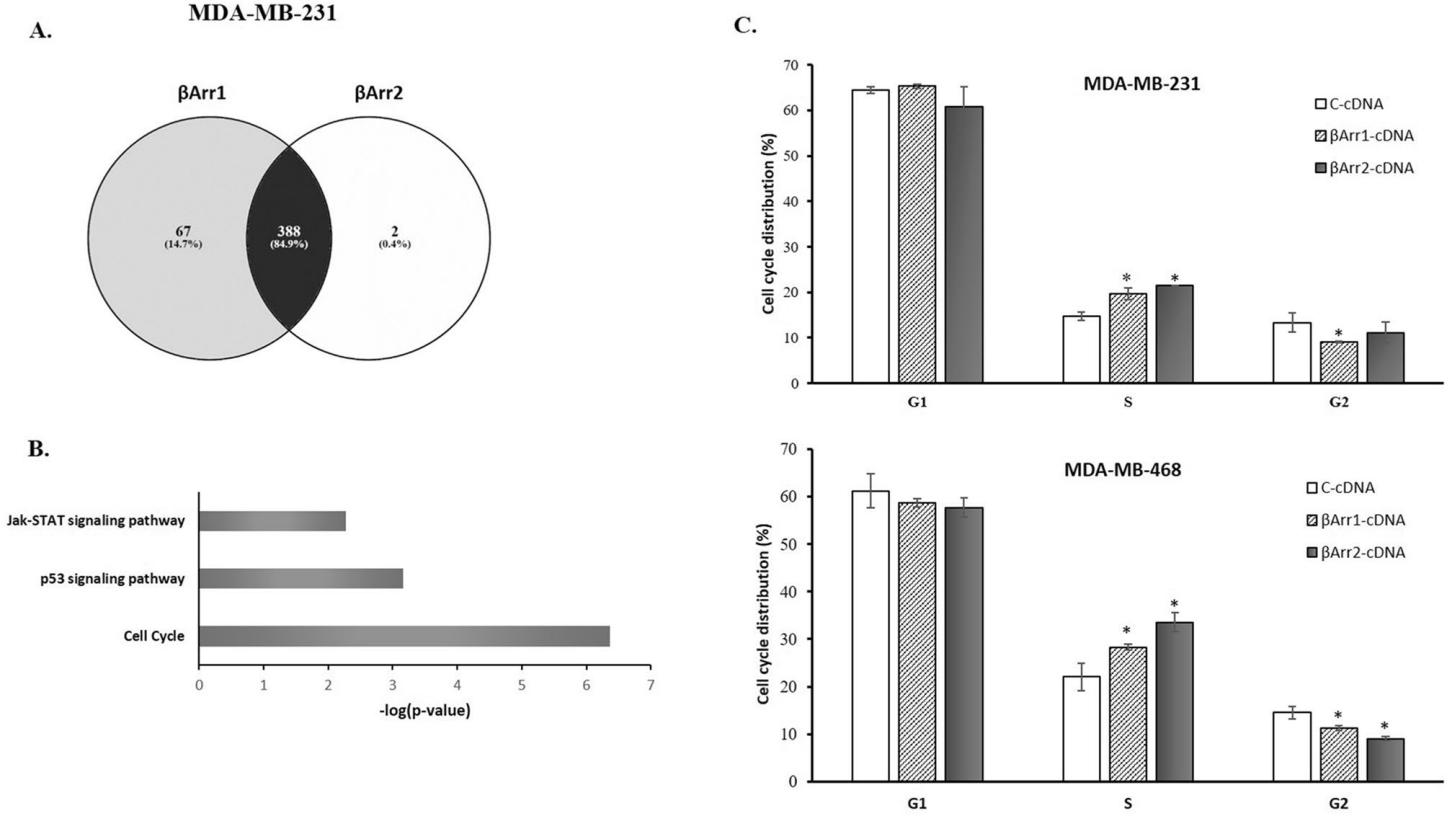
Microarray analysis revealed the cell cycle. Microarray and cell cycle analysis were performed in C (control)-, βArr1-, or βArr2-cDNA transfected MDA-MB-231 cells. Cell cycle analysis was also performed in C (control)-, βArr1-, or βArr2-cDNA transfected MDA-MB-468 cells. (**A**) Microarray data analysis showed that 455 and 390 genes were differentially expressed in βArr1 and βArr2-overexpressed MDA-MB-231 cells respectively compared to control cells. VENNY analysis conducted with differentially expressed genes showed that of these differentially expressed genes, 388 were common to both βArr1 and βArr2 overexpressing MDA-MB-231 cells, including almost all the differentially expressed genes in βArr2 overexpression. (**B**) The pathway enrichment and the KEGG pathway analysis were performed with these differentially expressing genes. These genes were significantly enriched in cancer related pathways, Jak-Stat, p53 signalling pathway and cell cycle genes. (**C**) Cell cycle analysis showed that S-phase cell populations significantly increased following βArr1 and βArr2 overexpression in MDA-MB-231 and MDA-MB468 cells. Eventually, cells in G2-phase decreased in both cell lines. Data are presented as mean ± standard error of the mean; n = 4–5; ^*^ = *p* < 0.05 versus C-cDNA.

### Overexpression of βArr1 or βArr2 arrests the cells in S-phase

Although we only conducted the microarray analysis with MDA-MB-231 cells, we performed all the further assays with MDA-MB-231 and MDA-MB-468 cells. The cell cycle analysis showed that S and G2 phase fractions in control cDNA transfected MDA-MB-231 cells were 15% and 13% respectively. These values changed significantly following overexpression of βArr1 or βArr2 in MDA-MB-231 cells, with S phase fractions increasing respectively to 20% and 22%, and G2 phase fractions declining to 9% and 11% (Fig. 5C). Similarly, in control cDNA transfected MDA-MB-468 cells, S and G2 phase fractions were 22% and 14% respectively. Following overexpression of βArr1 or βArr2, S phase fractions increased to 28% and 33% and G2 phase fractions declined to 11% and 9% respectively (Fig. 5C). Overexpression of both genes caused significant S-phase arrest in both triple negative cell lines.

The regulatory roles of βArr1 or βArr2 in the cell cycle found by microarray and pathway enrichment analysis were also validated by cell cycle analysis. Cells were arrested in S-phase when either βArr1 or βArr2 were overexpressed in both cell lines, MDA-MB-231 and MDA-MB-468.

### βArr1 and βArr2 regulated cell cycle pathway genes

The pathway enrichment analysis showed that the cell cycle was the most significant pathway, which led us to further investigate the members of this pathway (Fig. 6). 

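Genes of G2 and mitosis were lower as a group after transfection of βArr1 by the limma tests fry and camera, by camera at its preset correlation only, while genes of S phase split, with more members lower than higher and with CCNE2 and CDC25A among the higher ones. After transfection of βArr2, camera called both lists lower at its preset correlation only, and fry called the S phase list lower. Of 69 genes of G2/M and mitosis, 56 were lower and 0 higher in βArr1-cDNA arrays (58 and 1 adjusted over the list alone), with a median log2 fold change of −0.82 (camera, adjusted p = 1.5e-28, but adjusted p = 0.547 with an estimated correlation). NCAPD2, a condensin subunit, had a log2 fold change of −1.60, and CENPA, the histone of centromeres, −1.57 with a probe set of suffix _x_at. The test fry, which asks whether the genes of a list move on balance one way, gave an adjusted p = 0.0344, and for the same list an adjusted p = 0.306 with βArr2-cDNA and 0.110 in the direct comparison. For S phase and DNA replication, fry gave an adjusted p = 0.0125 with βArr1-cDNA and 0.00628 with βArr2-cDNA, both lower, and 0.0283 in the direct comparison, higher with βArr1-cDNA. Of 58 genes of S phase and DNA replication, 24 were lower and 11 higher (27 and 13 adjusted over the list alone), with a median of −0.25 (camera, adjusted p = 0.00341, but adjusted p = 0.325 with an estimated correlation). E2F8, a repressor of the E2F family, had a log2 fold change of −1.09. Over the 120 KEGG cell cycle genes, which mix both phases, 18 were higher and 28 lower (22 and 32 adjusted over the list alone, camera, adjusted p = 0.308). With βArr2-cDNA, 10 genes of S phase and DNA replication were lower and 1 higher (38 and 5 adjusted over the list alone), with a median of −0.34 (camera, adjusted p = 1.3e-16, adjusted p = 0.0908 with an estimated correlation). CDC7, the kinase that fires replication origins, had a log2 fold change of −0.70, POLD1, a DNA polymerase subunit, −0.69, and CLSPN, a checkpoint adaptor, −0.65, where 3 other probe sets of CLSPN did not pass. Among the genes of G2/M and mitosis only KIF20A passed with βArr2-cDNA, at −0.86 (0 higher and 23 lower adjusted over the list alone), with a median of −0.32 (camera, adjusted p = 2.8e-16, adjusted p = 0.765 with an estimated correlation). For KEGG cell cycle, 1 gene was higher and 3 lower (6 and 20 adjusted over the list alone, camera, adjusted p = 0.00248, adjusted p = 0.765 with an estimated correlation and 0.277 with fry). In the direct comparison, 23 genes of G2/M and mitosis were lower with βArr1-cDNA than with βArr2-cDNA and 0 were higher (48 and 0 adjusted over the list alone, camera, adjusted p = 2.9e-28, adjusted p = 0.690 with an estimated correlation). Genes of S phase were higher with βArr1-cDNA in that comparison, 7 against 1 lower (19 and 5 adjusted over the list alone, camera, adjusted p = 0.00372, adjusted p = 0.380 with an estimated correlation). These included CCNE1, with a log2 difference of 0.75, the replicative helicase gene MCM2, with 0.70, and MCM10, with 0.67, where other probe sets of CCNE1 and MCM10 did not pass. The S phase call for βArr1-cDNA was not past the test when only genes with a mean above the median were kept (adjusted p = 0.110). The calls of CDC7, POLD1, CLSPN and KIF20A with βArr2-cDNA were lost without βArr2-cDNA replicate 1, βArr2-cDNA replicate 2, control-cDNA replicate 1 or control-cDNA replicate 2 (adjusted p up to 0.294), and those of CCNE1, MCM2 and MCM10 without βArr1-cDNA replicate 1, βArr2-cDNA replicate 1 or βArr2-cDNA replicate 2, those of CCNE1 and MCM10 also without βArr1-cDNA replicate 2 (adjusted p up to 0.25). The βArr1-cDNA arrays were those with less signal from the spiked-in RNAs, by −0.44 for 5′ and −0.31 for 3′ probe sets. From the place of the cell cycle among the enriched pathways, the paper reasons that the members of this pathway are to be studied.

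**Figure D2:**
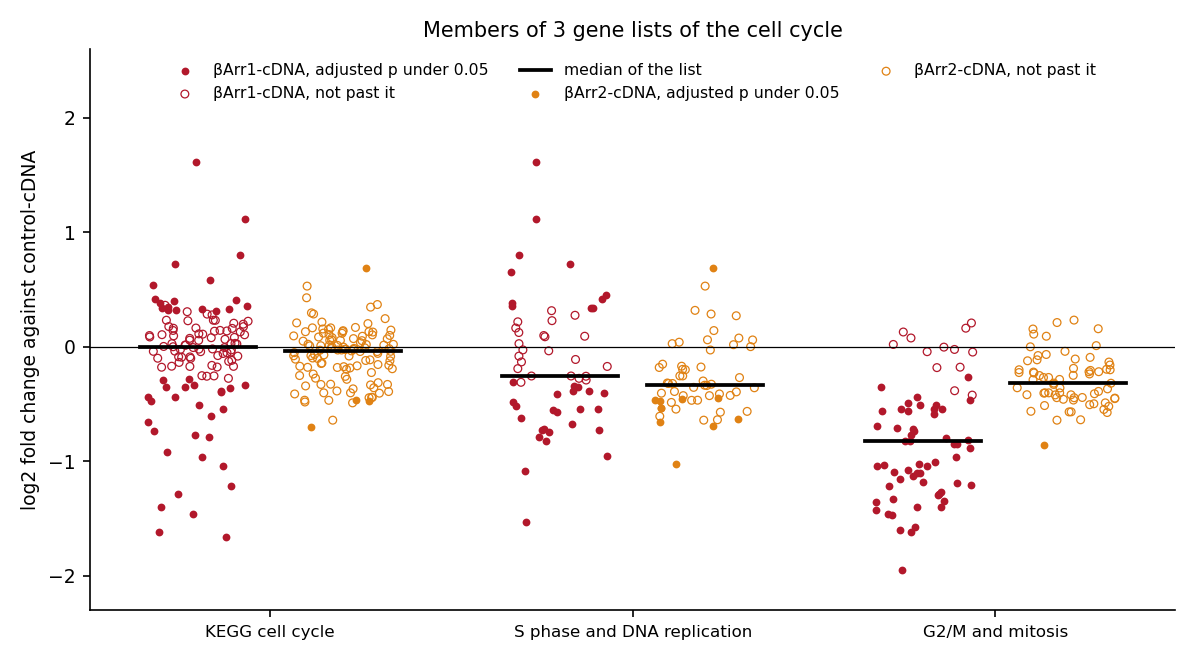
Log2 fold change against control-cDNA (vertical axis) of each measured member of 3 gene lists with βArr1-cDNA (red) and βArr2-cDNA (orange), filled where the adjusted p was under 0.05, with the median of each list as a bar. The medians of G2/M and mitosis were −0.82 with βArr1-cDNA and −0.32 with βArr2-cDNA.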

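Over the 120 measured genes of the KEGG cell cycle pathway, average linkage clustering of the 6 arrays, on 1 minus Pearson's r of gene-centred values, placed both βArr1-cDNA arrays in a cluster of their own and the βArr2-cDNA arrays with the control-cDNA arrays. At 3 clusters, each group stood alone. All 19775 genes gave the same clusters, with root mean square log2 differences of 0.323 between βArr1-cDNA and control-cDNA, 0.218 between βArr2-cDNA and control-cDNA and 0.230 between βArr1-cDNA and βArr2-cDNA, so the split is not particular to the cell cycle genes. The difference over the cell cycle genes was 0.503 between βArr1-cDNA and control-cDNA, 0.265 between βArr2-cDNA and control-cDNA, and 0.381 between βArr1-cDNA and βArr2-cDNA. Replicates differed by 0.185 in the βArr1-cDNA group, 0.135 in the βArr2-cDNA group and 0.123 in the control-cDNA group. The genes labelled in Fig. 6A that were analysed were CDC6, CDC25A, CCNE2, CDC45, FGF1, BUB1, CCNB1, CCNB2, CDC25C, RBL2, CDC27, SMC1A, TGFB2 and MCM4. Over these 14 genes the difference was 1.14 between βArr1-cDNA and control-cDNA, 0.444 between βArr2-cDNA and control-cDNA, and 0.825 between βArr1-cDNA and βArr2-cDNA, with 0.265, 0.228 and 0.104 between replicates of βArr1-cDNA, βArr2-cDNA and control-cDNA. The βArr1-cDNA arrays again formed a cluster of their own, and at 3 clusters βArr2-cDNA replicate 1 stood alone and βArr2-cDNA replicate 2 with the control-cDNA arrays. The study chose these 14 genes on the same arrays, so their clusters are not independent evidence.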

Hierarchical clustering analysis demonstrated that the expression profiles of some cell cycle signalling pathway members enabled βArr1-overexpressed cells to be successfully distinguished from control cells (Fig. 6A). While genes such as CDC6, CDC25A, and CCNE2 were upregulated following βArr1 overexpression, CDC45, BUB1, CCNB1, and CCNB2 were downregulated in those cells (Fig. 6A). 

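After transfection of βArr1, CDC6, CDC25A and CCNE2, which act at the start of S phase, were higher, while CDC45, of the replication machinery, and BUB1, CCNB1 and CCNB2, of mitosis, were lower. CDC6, which loads the replicative helicase at origins, had a log2 value of 9.49 ± 0.00 (mean ± SD, n = 2 arrays in each group) with βArr1-cDNA, 9.38 ± 0.06 with βArr2-cDNA and 8.69 ± 0.04 with control-cDNA. CDC25A, the phosphatase that activates cyclin-dependent kinases at S phase, stood at 8.11 ± 0.01, 7.53 ± 0.27 and 7.00 ± 0.03 in the same order, and CCNE2, the gene of cyclin E2, at 7.85 ± 0.02, 6.52 ± 0.23 and 6.23 ± 0.03. CDC45, a part of the helicase, was at 6.71 ± 0.08, 7.03 ± 0.36 and 7.49 ± 0.02, and BUB1, a kinase of the spindle checkpoint, at 9.16 ± 0.21, 9.80 ± 0.11 and 10.20 ± 0.05. The mitotic cyclin genes were at 9.99 ± 0.39, 11.00 ± 0.17 and 11.45 ± 0.14 for CCNB1 and at 9.37 ± 0.29, 10.28 ± 0.14 and 10.77 ± 0.05 for CCNB2. Against control-cDNA, the log2 fold change with βArr1-cDNA was 0.80 for CDC6 (standard error 0.078, adjusted p = 0.00114), 1.12 for CDC25A (standard error 0.124, adjusted p = 0.00166) and 1.62 for CCNE2 (standard error 0.111, adjusted p = 0.00056). It was −0.78 for CDC45 (standard error 0.153, adjusted p = 0.0109), −1.04 for BUB1 (standard error 0.114, adjusted p = 0.00162), −1.46 for CCNB1 (standard error 0.177, adjusted p = 0.00204) and −1.40 for CCNB2 (standard error 0.137, adjusted p = 0.00114). Further members were lower, namely CDC25C, the phosphatase of mitotic entry, with −1.62, RBL2, a pocket protein, with −0.66, and FGF1, a growth factor, with −1.35. CDC27 had −1.66 with the probe set 217878_s_at, while its other 3 probe sets lay at −0.05, −0.18 and −0.20 and did not pass. A probe set of BUB1, 2 dim ones of CCNB2 and a dim one of CDC25C did not pass either. SMC1A, a cohesin subunit, had −0.10 (adjusted p = 0.462), although its probe set 1555677_s_at was lower by a log2 fold change of −1.05, and MCM4, of the helicase, had −0.08 (adjusted p = 0.637) and 0.04 without βArr1-cDNA replicate 2. Of the 14 genes labelled in Fig. 6A that were analysed, 3 were higher, 8 were lower and 3 did not pass the test, a count on genes that the study chose on these arrays. With βArr2-cDNA only CDC6 passed, with 0.69 (adjusted p = 0.0186). The values were 0.53 for CDC25A (adjusted p = 0.0795), 0.29 for CCNE2, −0.47 for CDC45, −0.40 for BUB1, −0.44 for CCNB1 and −0.49 for CCNB2, with an adjusted p of 0.124 to 0.248 for the 5 genes other than CDC25A. With an intensity trend in limma, CDC25A, CDC45, BUB1, CCNB1 and CCNB2 passed with βArr2-cDNA as well. In the direct comparison, βArr1-cDNA arrays were higher in CCNE2 by 1.33 (adjusted p = 0.0118, although its other probe set did not pass), and they differed by −1.02 in CCNB1 (adjusted p = 0.039), −0.91 in CCNB2 (adjusted p = 0.0286), −0.98 in CDC25C (adjusted p = 0.0246) and −0.64 in BUB1 (adjusted p = 0.0413). Other probe sets of CCNB2, CDC25C and BUB1 did not all pass there. The call of CDC45 was lost without βArr1-cDNA replicate 1 (adjusted p = 0.0711), and that of CDC6 with βArr2-cDNA without βArr2-cDNA replicate 1, βArr2-cDNA replicate 2, control-cDNA replicate 1 or control-cDNA replicate 2 (adjusted p up to 0.231). The direct calls were lost without βArr1-cDNA replicate 1 or βArr2-cDNA replicate 2, and for all but CCNE2 without βArr2-cDNA replicate 1 (adjusted p up to 0.110 for CCNE2 and 0.292 for the others).

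**Figure D3:**
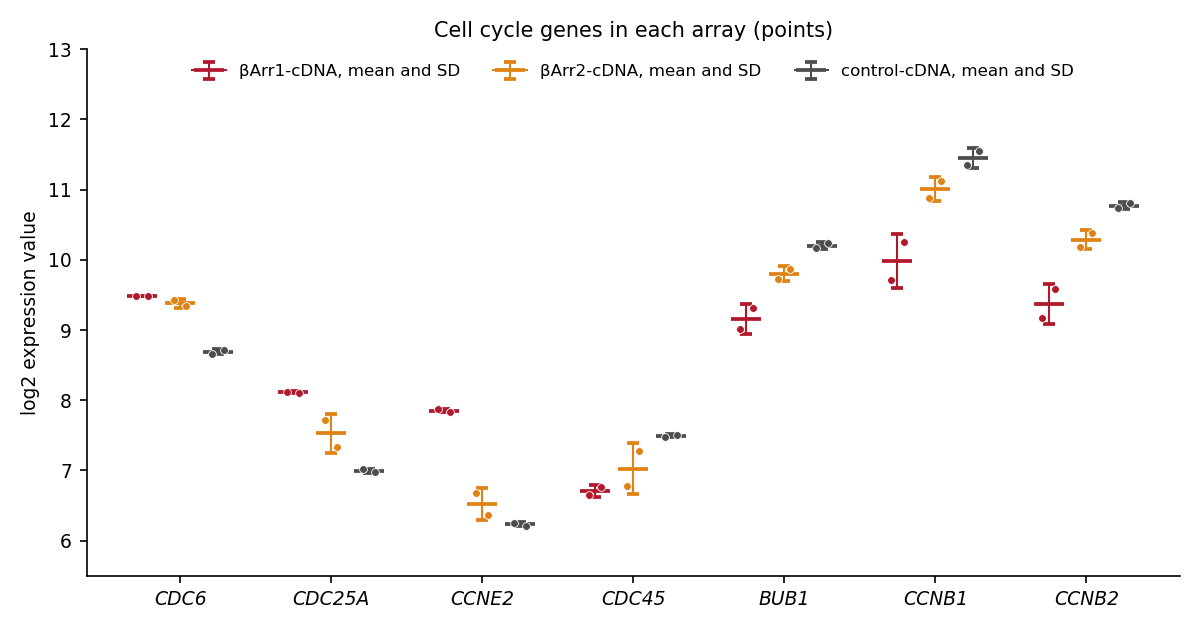
Log2 expression values (vertical axis) of 7 cell cycle genes in each array (points), with the mean and SD of the 2 arrays of βArr1-cDNA (red), βArr2-cDNA (orange) and control-cDNA (grey). The βArr2-cDNA means lie between the means of the other groups for each gene.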

Based on these results, we conducted validation experiments using qRT-PCR with cell cycle pathway members in MDA-MB-231 cells transfected with βArr1-cDNA, βArr2-cDNA, and control-cDNA. Concordant with the microarray analysis results, CDC6 and CDC25A were upregulated whereas CDC45, BUB1, CCNB1, CCNB2 and CDKN2C were downregulated in βArr1 or βArr2 overexpressed cells compared to control cells (Fig. 6B). Western-blot analysis also validated the downregulation of CDC45, BUB1, CCNB1, CCNB2 in βArr1 overexpressed MDA-MB-231 cells compared to control cells (Fig. 6C).

**Figure 6:**
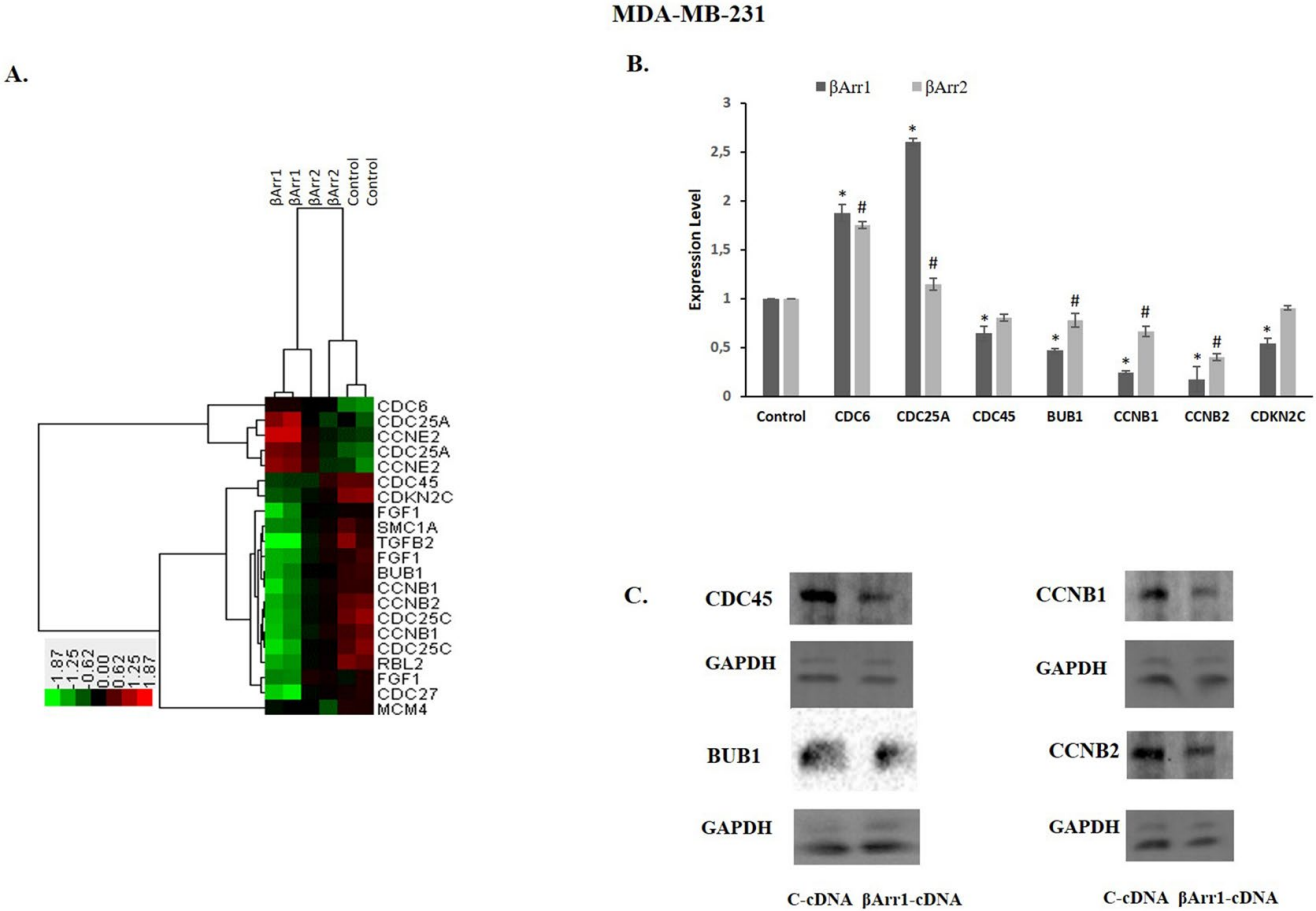
βArr1 or βArr2 overexpression affects cell cycle specific genes. (**A**) Two-way hierarchical clustering analysis was performed for the grouping of samples according to both genes (right panel) and sample types (top panel). The heatmap was visualized by Treeview. The expression profiles of the cell cycle related genes obtained from microarray analysis successfully grouped the βArr1-, and βArr2-overexpressing cells and the control cells when hierarchical clustering was performed. Green boxes represent downregulation, red boxes are used for upregulation and black means no change in the gene expression levels and the expression levels vary between − 1.87 and 1.87 folds in log2 scale. Hierarchical clustering analysis demonstrated that the expression profiles of CDC6, CDC25A, and CCNE2 were upregulated following βArr1 overexpression, and some of the genes like CDC45, BUB1, CCNB1, and CCNB2 were downregulated in those cells. (**B**) The expression profiles of the cell cycle genes were validated by qRT-PCR experiments. The expression profiles of CDC6, CDC25A were upregulated following βArr1 or βArr2 overexpression, CDC45, BUB1, CCNB1, CCNB2 and CDKN2C were downregulated in those cells. Data are presented as mean ± standard error of the mean (*p < 0.05 for βArr1; #*p* < 0.05 for βArr2 versus C-cDNA). C) The expression of some of the cell cycle genes was also validated in protein level by Western-blot analysis and expression of CDC45, BUB1, CCNB1 and CCNB2 was downregulated in βArr1 overexpressed MDA-MB-231 cell compared to control cells.

Additionally, in order to examine the clinical relevance of our findings indicating the relation between the expression of these genes and βArr1 we performed TCGA data analysis and found out that CDC45, BUB1, CCNB1, and CCNB2 genes were consistently and significantly upregulated (*p* < 0.05) and reversely correlated with βArr1 expression in breast tumours compared to normal tissue samples (Fig. 7) and this reverse correlation was significant (Pearson correlation, r_ARRB1 vs CDC45_ = − 0.356, r_ARRB1 vs BUB1_ = − 0.394, r_ARRB1 vs CCNB1_ = − 0.388, r_ARRB1 vs CCNB2_ = − 0.397; *p* < 0.05).

**Figure 7:**
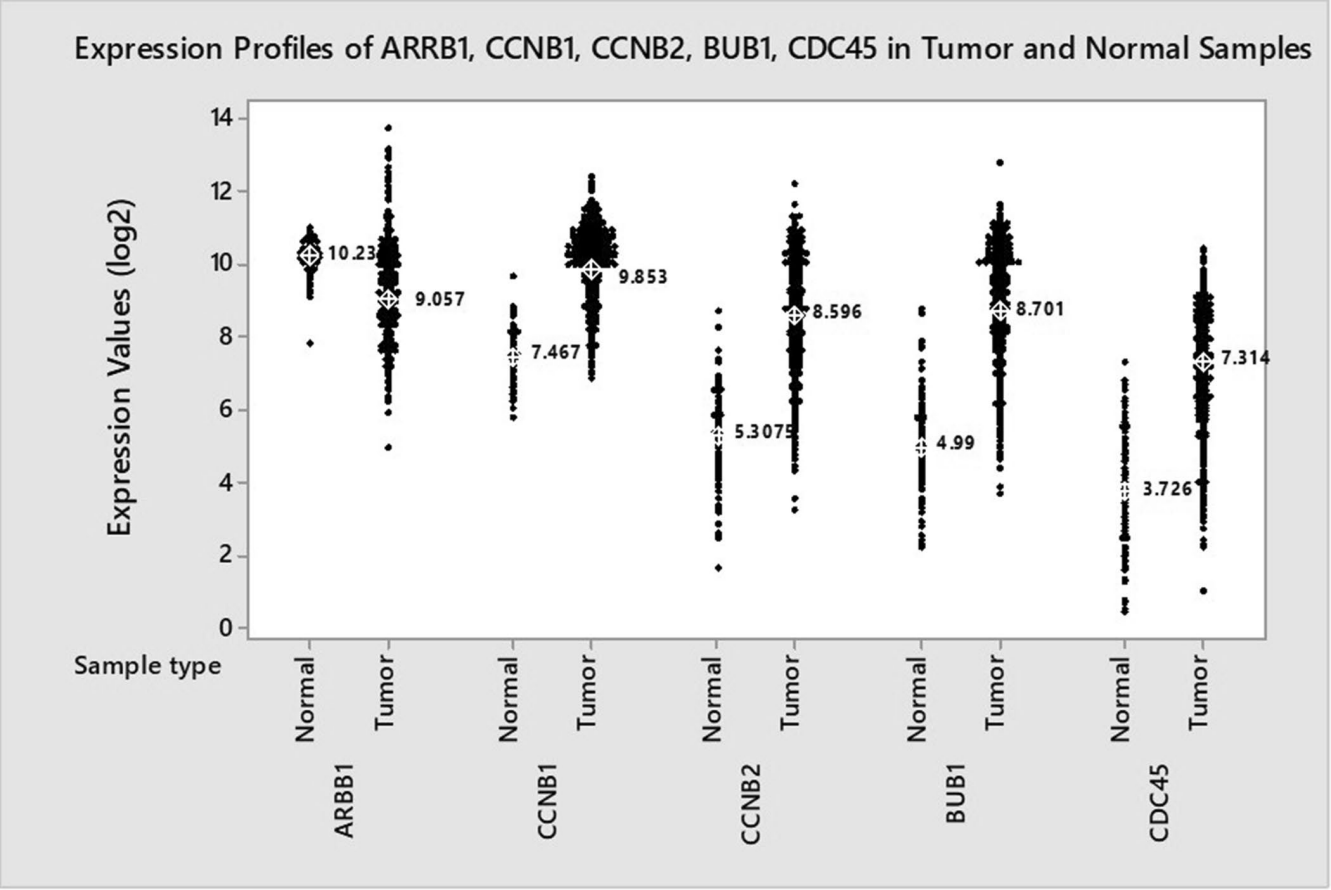
TGCA data analysis and expression profile of βArr1, CDC45, BUB1, CCNB1, CCNB2. The expression profiles of the genes in 114 normal samples and 1097 primary tumour samples obtained from TCGA are shown in individual value plots. The median expression values are marked for each sample type on the graph. When the expression profiles of βArr1(ARRB1) and cell cycle genes were evaluated in tumour and normal samples obtained from the TCGA data set, ARRB1 expression was found to be significantly downregulated in tumour samples compared to normal samples (t-test; *p* = 1.35977E^−33^). Contrary to ARRB1 expression, all the selected cell cycle genes were found to be significantly upregulated in tumour samples compared to normal ones (t-test; *p* = 6.9264E^−115^ for CCNB1; *p* = 7.7329E^−123^ for CCNB2; *p* = 9.0676E^−129^ for BUB1 and *p* = 1.3117E^−106^ for CDC45) and reversely correlated with βArr1 expression and this reverse correlation was statistically significant (Pearson correlation, r_ARRB1 vs CDC45_ = − 0.356, r_ARRB1 vs BUB1_ = − 0.394, r_ARRB1 vs CCNB1_ = − 0.388, r_ARRB1 vs CCNB2_ = − 0.397; *p* < 0.05).

### Regulation of βArr1 or βArr2 expression levels modulates cell motility and invasion in MDA-MB-231 and MDA-MB-468 cells

Real-time impedance-based measurements showed that overexpression of βArr1or βArr2 significantly decreased migration (data not shown) and invasion of MDA-MB-231 and MDA-MB-468 cells (Figs. 8A, 9A). Conversely, when expression of βArr1or βArr2 was downregulated by siRNAs, the cells’ invasion capacities increased significantly in both cell lines (Supplementary Fig. 2). 

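Genes of the actin cytoskeleton and of cell motility, a list of 58 measured genes that includes the myosins MYH10 and MYL9, the kinase MYLK and the adaptor LMO7, set the βArr1-cDNA arrays apart as a cluster, with the βArr2-cDNA and control-cDNA arrays together. With the mean of the probe sets of each gene, the control-cDNA arrays were set apart instead. With the brightest probe set of each gene, all 19775 genes set the βArr1-cDNA arrays apart as well, so that split is not particular to this list. MYH10, MYLK and LMO7 are also labelled in Fig. 8B, so the list is not independent of the genes that the study chose. Over this list the root mean square log2 difference was 0.419 between βArr1-cDNA and control-cDNA, 0.233 between βArr2-cDNA and control-cDNA, and 0.254 between βArr1-cDNA and βArr2-cDNA, against 0.137, 0.110 and 0.112 between the replicates of βArr1-cDNA, βArr2-cDNA and control-cDNA. The genes labelled in Fig. 8B that were analysed were COL6A3, ALCAM, GUCY1B1, MYH10, PRKAR2B, CTTN, ERBB3, PLD1, RELN, IQGAP1, MYLK, MET, SOS2, VCAN, DLG1, PIK3CB, LMO7 and TGFB2. Over these 18 genes, chosen by the study on the same arrays and so no independent evidence, the control-cDNA arrays formed a cluster of their own and both transfected groups another. At 3 clusters the groups stood apart. The difference over the 18 genes was 0.982 between βArr1-cDNA and control-cDNA, 0.608 between βArr2-cDNA and control-cDNA, and 0.496 between βArr1-cDNA and βArr2-cDNA, with 0.149, 0.163 and 0.124 between replicates in the order above.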

The hierarchical clustering analysis performed with the invasion-related genes obtained from our microarray data clustered the βArr1 overexpressed MDA-MB-231 cells apart from the control cells (Fig. 8B). This analysis showed that most of the invasion related genes such as TGFβ2, HER3, MET, VCAN and PIK3CB were downregulated in βArr1 overexpressing MDA-MB-231 cells (Fig. 8B).

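The growth factor receptor gene ERBB3 (HER3), the matrix proteoglycan gene VCAN, the myosin gene MYH10 and the myosin kinase gene MYLK were lower after transfection of βArr1. For TGFB2, MET and PIK3CB the result depended on the probe set. The log2 fold change with βArr1-cDNA against control-cDNA was −1.29 for ERBB3 (standard error 0.092, adjusted p = 0.000594), where 2 of 5 probe sets passed and 3 dim ones did not, and −1.54 for VCAN (standard error 0.096, adjusted p = 0.0005), read with a probe set of suffix _x_at, where all 5 probe sets were lower, by −0.60 to −1.54. TGFB2, a ligand of the TGFβ family, had −0.17 (standard error 0.088, adjusted p = 0.232) with its brightest probe set, while 209908_s_at had −2.79 (adjusted p = 0.000188) and 220407_s_at −0.45. MET, the receptor of hepatocyte growth factor, had 0.12 (standard error 0.080, adjusted p = 0.373) with 203510_at, while 213816_s_at had −2.79 (adjusted p = 0.000126), 2 further probe sets had 0.09 and 0.19, and the mean of its probe sets had −0.60 and passed. PIK3CB, a catalytic subunit of PI3-kinase, had −0.29 (standard error 0.103, adjusted p = 0.089), while 217620_s_at, with a mean of 4.58 in control-cDNA arrays, had −0.95 (adjusted p = 0.00105). LMO7, an adaptor of cell junctions, had −1.51, MYLK, the kinase of myosin light chains, −1.40, and MYH10, a non-muscle myosin, −1.16, where dim probe sets of LMO7 and MYLK did not pass. RELN, an extracellular glycoprotein, had −0.99, PRKAR2B, a subunit of protein kinase A, −0.96, PLD1, a phospholipase, −0.85, ALCAM, an adhesion molecule, −0.34, and DLG1, a scaffold of polarity, −0.33, where other probe sets of PLD1 and DLG1 did not all pass. COL6A3, a collagen chain, rose by 0.92. CTTN, the gene of cortactin, had −0.26 (adjusted p = 0.0519), SOS2, an exchange factor of Ras, −0.12 (adjusted p = 0.366), and IQGAP1, a scaffold of actin, −0.06 (adjusted p = 0.708), each with another probe set that passed and was lower, at −0.93 (214073_at), −0.86 (217576_x_at) and −1.24 (213446_s_at). Of the 18 genes labelled in Fig. 8B that were analysed, 11 were lower, 1 was higher and 6 did not pass, and 17 were lower with at least 1 probe set. The study chose these genes on the same arrays, so the counts are not independent evidence. Over the array, 171 genes with several bright probe sets had one lower by more than 2-fold in βArr1-cDNA arrays, and 74 of them (43.3%) also had one that was flat. In these arrays the spiked-in RNAs had less signal, and the probe sets of 18S RNA had a median difference of −1.70 from control-cDNA and those of 28S RNA 0.62. With βArr2-cDNA, ERBB3 had −0.99, MYH10 −1.02, VCAN −0.67 and LMO7 −0.58, GUCY1B1 and PRKAR2B were lower too, COL6A3 rose by 0.96, and 11 of the 18 genes did not pass. For ERBB3, VCAN and LMO7 the other probe sets did not pass with βArr2-cDNA, and ERBB3 did not pass with the mean of its probe sets (−0.27). VCAN and MYLK were lower with βArr1-cDNA than with βArr2-cDNA in the direct comparison, by −0.87 and −1.04, with other probe sets of each not past the test. Of the 58 genes of the actin cytoskeleton and motility, 10 were lower and 2 higher with βArr1-cDNA (11 and 2 adjusted over the list alone, camera, adjusted p = 0.048, adjusted p = 0.995 with an estimated correlation). With βArr2-cDNA these were 2 lower and 1 higher (3 and 1 adjusted over the list alone, camera, adjusted p = 0.0162, adjusted p = 0.804 with an estimated correlation). The 2 lower genes, MYH10 and LMO7, are labelled in Fig. 8B, as is MYLK, so these list tests are not independent of the study's choice. MYL9, a myosin light chain, had −0.94 with βArr1-cDNA, although a dim probe set did not pass. Of 45 genes of the epithelial-mesenchymal transition 5 were higher and 5 lower (7 and 6 adjusted over the list alone, camera, adjusted p = 0.99). Of 37 receptor tyrosine kinases and ligands 2 were higher and 5 lower (2 and 5 adjusted over the list alone, camera, adjusted p = 0.975), with a median of 0.07 where the mean was −0.04 and the test pointed down. The actin call for βArr1-cDNA was lost without βArr1-cDNA replicate 1 (adjusted p = 0.338) or control-cDNA replicate 1 (adjusted p = 0.195), the call for βArr2-cDNA without control-cDNA replicate 1 (adjusted p = 0.209), and both with only genes above the median mean (adjusted p = 0.15 and 0.148) and with fry (adjusted p = 0.107 and 0.315). The call of ALCAM was lost without βArr1-cDNA replicate 1, control-cDNA replicate 1 or control-cDNA replicate 2 (adjusted p up to 0.0819) and that of DLG1 without the same arrays (adjusted p up to 0.115). The calls of the βArr2-cDNA genes were lost without βArr2-cDNA replicate 1, βArr2-cDNA replicate 2 or control-cDNA replicate 2. That of VCAN was also lost without control-cDNA replicate 1, and that of LMO7 on leaving out any array. The βArr1-cDNA arrays enter the βArr2-cDNA comparison only through the variance. The direct calls were lost without βArr1-cDNA replicate 1, βArr2-cDNA replicate 1 or βArr2-cDNA replicate 2.

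**Figure D4:**
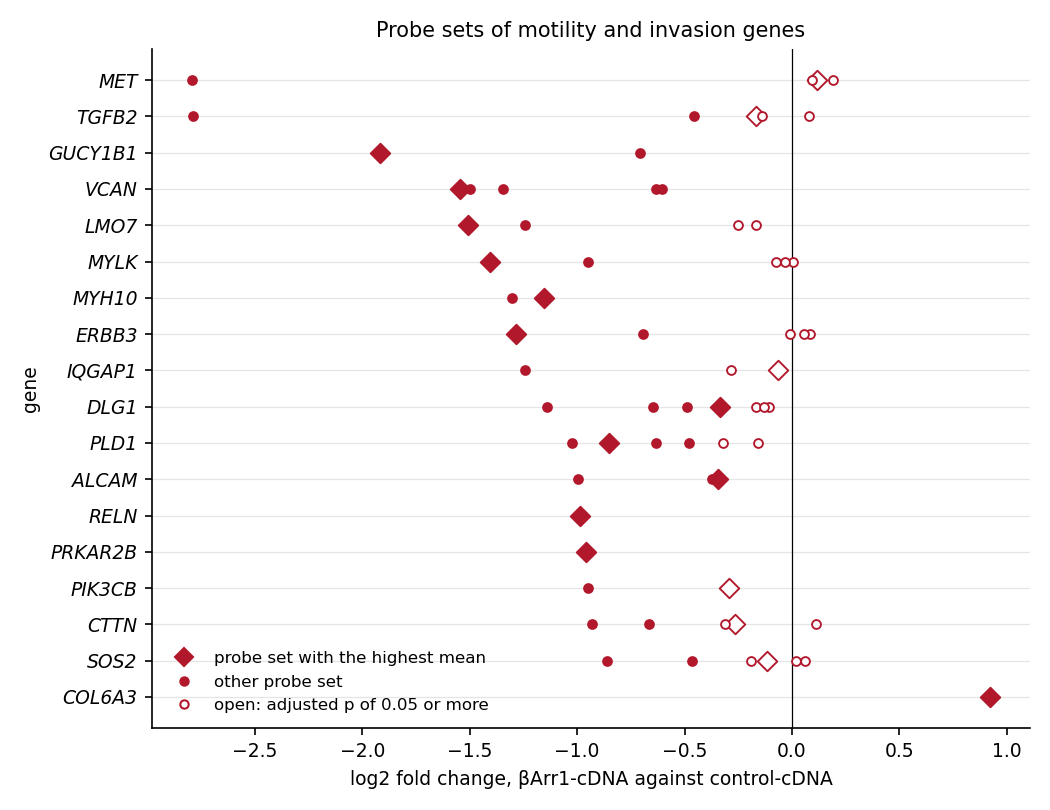
Log2 fold change with βArr1-cDNA against control-cDNA (horizontal axis) of every probe set of the 18 genes labelled in Fig. 8B that were analysed, with the brightest probe set of each gene as a diamond and open marks for an adjusted p of 0.05 or more. MET and TGFB2 each have a probe set at −2.79 and others near 0.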

**Figure 8:**
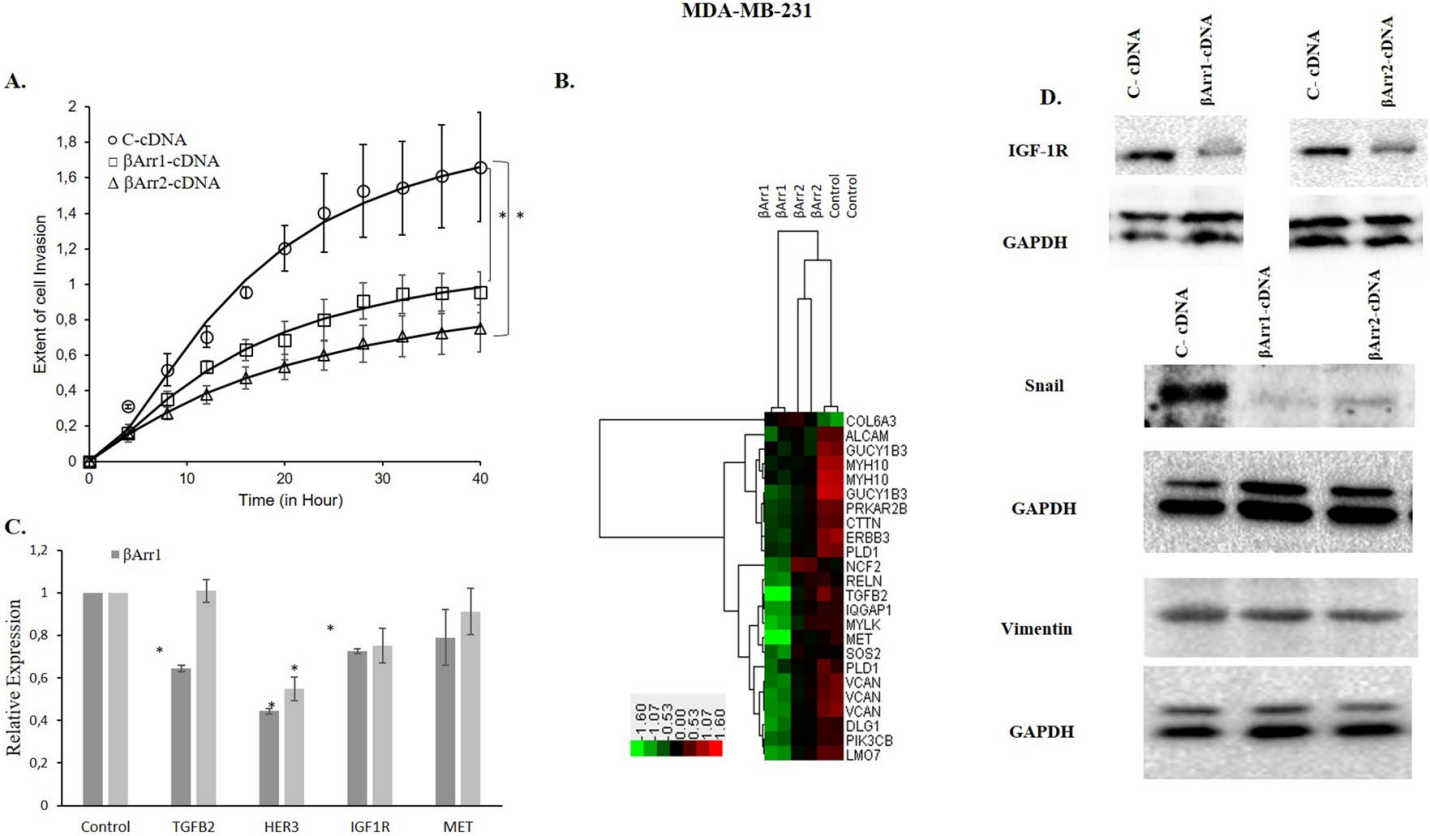
Overexpression of βArr1 or βArr2 and decreased cell invasion in MDA-MB-231. Invasion was significantly reduced in βArr1- or βArr2-cDNA transfected MDA-MB-231 cells. (**A**) Invasion of C (control-cDNA)-, βArr1- or βArr2-cDNA transfected MDA-MB-231 was monitored continuously using an xCelligence Real-Time Cell Analyzer in Matrigel coated CIM-plates. The cells were seeded in the upper chamber of the plates and impedance measurements of cell invasion were recorded at 40 h. Y axis shows changes in impedance as a measurement of the extent of cell invasion. Data are presented as mean ± standard error of the mean; n = 4–5; ^*^ = *p* < 0.05 versus C-cDNA. (**B**) Two-way hierarchical clustering analysis was performed for the clustering of samples according to both genes (right panel) and sample types (top panel). The heatmap was visualized by Treeview. Hierarchical clustering performed with the motility and invasion related genes obtained from the microarray analysis successfully separated βArr1 and βArr2 overexpressed cells from control cells. Green boxes represent downregulation, red boxes are used for upregulation and black means no change in the gene expression levels and the expression levels vary between − 1.6 and 1.6 folds in log2 scale. (**C**) The expression profiles of selected motility and invasion related genes were determined by qRT-PCR experiments and expression of TGFβ2, HER3, IGF1R was significantly down regulated. Data are presented as mean ± standard error of the mean (*p < 0.05 versus C-cDNA). (**D**) The protein expression levels of mesenchymal markers Snail, Vimentin and IGF-1R were detected by Western blot analysis. IGF-1R and Snail were downregulated in βArr1- or βArr2 overexpressed MDA-MB-231 cells while Vimentin expression stayed stable.

**Figure 9:**
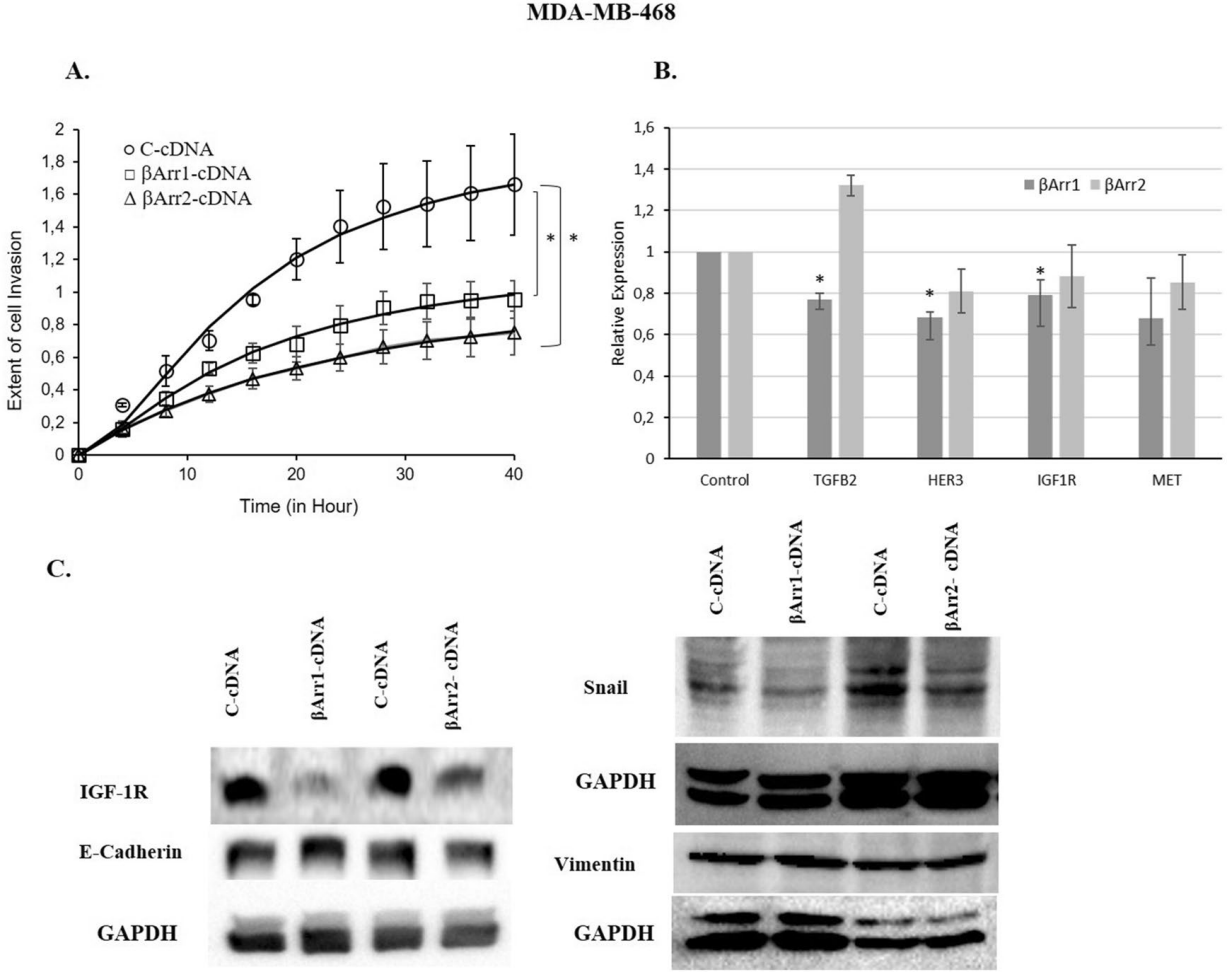
Overexpression of βArr1 or βArr2 and decreased cell invasion in MDA-MB-468. The invasion was significantly reduced in βArr1- or βArr2-cDNA transfected MDA-MB-468 cells. (**A**) Invasion of C (control-cDNA)-, βArr1- or βArr2-cDNA transfected MDA-MB-468 cells was monitored continuously using an xCelligence Real-Time Cell Analyzer in Matrigel coated CIM-plates. The cells were seeded in the upper chamber of the plates and cell invasion dependent changes in impedance were recorded at 40 h. Y axis shows changes in impedance as a measurement of extent of cell invasion. Data are presented as mean ± standard error of the mean; n = 4–5; ^*^ = *p* < 0.05 versus C-cDNA. (**B**) The expression profiles of selected motility and invasion related genes were determined by qRT-PCR experiments and expression of TGFβ2, HER3, IGF1R was significantly downregulated in βArr1-cDNA transfected MDA-MB-468 cells. Data are presented as mean ± standard error of the mean (*p < 0.05 versus C-cDNA). (**C**) In MDA-MB-468, transfection of βArr1 or βArr2-cDNA significantly increased their expression in protein levels, decreased IGF-1R and Snail expression but did not change Cadherin and Vimentin expression.

qRT-PCR experiments were performed with both βArr1 and βArr2 overexpressed MDA-MB-231 and MDA-MB-468 cells for the validation of microarray results. We found that TGFβ2 and IGF-1R were significantly downregulated in βArr1 overexpressed MDA-MB-231 cells while HER3 downregulation was significant following the overexpression of both βArr1 and βArr2 in these cells (Fig. 8C). These genes were also analysed in MDA-MB-468 cells, showing significant downregulation in βArr1 transfected cells (Fig. 9B).

Western blotting results confirmed the loss of mesenchymal phenotype by diminishing the protein levels of mesenchymal markers, Snail, and IGF-1R in both βArr1 or βArr2 overexpressed cell lines (Figs. 8D, 9C). On the other hand, Vimentin expression was stable in both cell lines together with Cadherin expression in MDA-MB-468 cells (Figs. 8D, 9C and Supplementary Fig. 3).

## Discussion

There is growing evidence that βArrs have a regulatory role in cancer development and progression. In general, due to the important role of βArrs in GPCR signalling, studies examining their role in cancer are mostly related to the regulation of GPCR signalling. Therefore, the significance of βArrs in cancer research come from the studies examining the influence of GPCR signalling in cancer cell behaviour. Given the diversity of different GPCR signals in cancer cell regulation, contradictory results are inevitable regarding the role of βArrs in cancer research. In this study, rather than determining their importance in cancer cell behaviour through GPCR signalling, we examined their direct influence on cellular function and gene expression profile by changing their expression levels in breast cancer cells.

First, we assessed the expression profiles of βArr1 and βArr2 in the TCGA data set to evaluate their clinical significance in breast cancers. Analysing the TCGA data showed the gradual downregulation of βArr1 from Luminal A to the most severe subtype of breast cancer, Basal-like. Tumour normal comparisons together with PAM50 classification^34^ results using TCGA data revealed the potential tumour suppressor function of this gene and underlined the prognostic value of this gene in breast cancer. In line with this result, it has also been reported that expression of βArr1 decreased with increasing breast cancer aggressiveness and was associated with positive node status, increased tumour size, nuclear grade, and decreased survival^21^. These results indicate that βArr1 is a potential prognostic marker in breast cancer. According to our TCGA analysis, despite a slight increase in the expression of βArr2 in tumour samples compared to normal samples, a significant downregulation was observed in molecular subtypes of breast cancers (Luminal A, Luminal B or Her2-enriched) compared to the Normal-like phenotype. When these results were evaluated in detail, the reverse correlation between the expression of these two genes was noticeable. βArr1 is observed to be downregulated in tumour samples while βArr2 is upregulated. Concordantly, when βArr1 expression gradually decreased from Luminal-A to Basal-like tumours conversely the βArr2 expression gradually increased from Luminal A to Basal-like subtypes. The reverse correlation between the expression levels of βArr1 and βArr2 in clinical samples may be related to the compensatory expression of these two genes^11^.

Additional to the evaluation of TCGA data, the expression of βArr1or βArr2 in breast cancer cell lines was determined. We found that expression of βArr1or βArr2 was significantly less in the most aggressive breast cancer cell lines (TNBC cells MDA-MB-231 or MDA-MB-468) than less aggressive ones (SKBR3 or BT4749). These findings are in agreement with the results of a previous study^21^. Furthermore, the expression level of these was lowest in MDA-MB-231 which is the most aggressive and invasive compared to MDA-MB-468 and the others^39^.

Based on these results, we investigated how altering the expression level of βArrs affects the behaviour of TNBC cells. Downregulation of βArr1 or βArr2 increased proliferation and facilitated the migration and invasion of both MDA-MB-231 and MDA-MB-468 cells. The effect of downregulation on the proliferation was more pronounced in MDA-MB-468 cells, which may be related to the higher expression level of βArrs in these cells compared to MDA-MB-231 cells. Conversely, upregulation of βArr1 or βArr2 reduced proliferation, migration, and invasion of both MDA-MB-231 and MDA-MB-468 cells. This time, the effect of up-regulation on the proliferation was more remarkable in MDA-MB-231 cells, which also might be related to the lower expression level of βArrs in these cells. These results support the potential tumour suppressor role of these proteins in TNBC cells. Despite the presence of contradictory results which highlight the diverse and complex influences of βArrs in regulating cell proliferation, apoptosis, invasion, tumour development, etc.^5,6,13^, some studies are in line with our results. The proliferation and invasion abilities of renal cell carcinoma cell lines increased when the expression level of βArr2 was decreased^17^. Down regulation of βArr2 increases hepatocellular carcinoma cell migration and invasion while its low expression level may be related to a poor prognosis^16^. Depletion of βArr2 promoted angiogenesis, tumour development, and metastasis in two different murine lung cancer models^19^.

To determine the link between βArrs and the molecular mechanisms of their potential anticancer response pattern in TNBC cells, we performed microarray analysis. This revealed differentially expressed genes in βArr1 or βArr2 overexpressing MDA-MB-231 cells. The hierarchical clustering and pathway enrichment analyses performed with the differentially expressed genes showed the significant influence of the overexpression of these proteins on cell-cycle, p53, and JAK-STAT signalling pathways particularly.

Based on these results showing that overexpression of βArr1 or βArr2 influences cell cycle genes and reduces cell proliferation, we evaluated the cell cycle in βArr1- and βArr2-overexpressed MDA-MB-231 and MDA-MB-468 cells. We found that increasing the expression level of βArr1 or βArr2 prolonged the cell cycle in the S phase. We believe this result can explain the decline in cell proliferation in TNBC cells.

The microarray results validated by the qRT-PCR experiments on the cell cycle pathway genes showed that CDC6 and CDC25A were upregulated in βArr1 and βArr2 overexpressed cells compared to the control cells. CDC6 is a key protein for DNA replication and there is evidence that CDC6 upregulation prevents mitosis^40^. This can be related to the βArr1 or βArr2 overexpression mediated antiproliferative response observed in this study. The activity of cyclin dependent kinases (CDKs), which regulate cell cycle progression, is closely controlled by dephosphorylating enzyme CDC25A^41^. Excessive or abnormal CDK activity leads to DNA-double strand breakage and DNA damage^42,43^. Upregulation of CDC25 in βArr1 or βArr2 overexpressed cells can increase abnormal CDK activity and could be one of the underlying mechanisms of S phase prolongation. Additionally, our data showed that CDKN2C is down regulated with the overexpression of βArr1 or βArr2. Down regulation of CDKN2C (p18), which is an inhibitor of CDK4 and CDK6, can also increase abnormal CDK activity. Inactivation of CDKN2C (p18), which inhibits CDK4 and CDK6, suppresses the cellular growth of one of the TNBC cells, BT-20^44^. This supports our results that excessive and abnormal CDK activity may interfere with the cell cycle and cell proliferation in TNBCs. The other underlying mechanism for the effect of βArr1 or βArr2 overexpression on proliferation and the cell cycle may be related to down regulation of CDC45, whose presence and activity is important in proliferating cells and the S phase of the cell cycle. Its level was also higher in human cancer cells than healthy human cells^45,46^. The other important gene and related protein is BUB1, whose expression is negatively correlated with breast cancer prognosis. Its depletion reduces the cancer stem cell potential of MDA-MB-231 and has anticancer effectiveness in xenograft mice cancer models^47^. We found that its expression was significantly downregulated with the overexpression of βArr1 or βArr2 in MDA-MB231 cells in this study. The other two genes that are downregulated with overexpression of βArr1 or βArr2 are CCNB1 and CCNB2. These cancer related proteins are highly expressed in several cancer types, including breast cancer. Therefore, some studies suggest measuring their expression level as a biomarker for cancer progression^48–51^. Downregulation of these genes also inhibits tumour growth and enhances the effectiveness of anticancer drugs^52,53^.

TCGA data analysis was performed for the clinical significance of our microarray analysis results showing a reverse relation between the expression of βArr1 and some of the cell cycle genes, This analysis showed that the expression level of CDC45, BUB1, CCNB1, and CCNB2 genes was consistently upregulated and that of βArr1 was downregulated in breast tumours compared to normal tissue samples. This reverse correlation obtained from TCGA analysis supports the clinical relevance of our results.

There are some contradictory results about the influence of βArr1 or βArr2 on cell motility, migration, and invasion^5,13,16,19,23^. Several studies report that GPCR mediated cell motility depends on βArrs while suppression of βArr2 expression attenuates CXCR4 receptor mediated cell migration^5,13,23,54,55^. On the other hand, the downregulation of βArr2 promoted tumour metastasis and invasion in a murine model of lung cancer and hepatocellular carcinoma, respectively^16,19^. Our results show that overexpressing βArr1 or βArr2 significantly reduces cell migration (data not shown) and invasion in MDA-MB-231 and MDA-MB-468 cells.

To better understand the underlying mechanisms of these observations, we determined differentially expressing genes and proteins that play a significant role in cell motility. We found that upregulation of βArr1 or βArr2 significantly reduces the expression of IGF-1R, HER3, and Snail. In support of this, βArr1 and βArr2 are crucial for down regulation of IGF-1R by degradation via ubiquitination^56,57^. The influence of βArr1 or βArr2 on the IGF-1R signalling pathway may also indicate their potential inhibitory effect on cell proliferation, invasion, and tumour development in TNBC cells.

HER3 is an important regulator of cancerous behaviour in breast cancer^58,59^. All the activated signalling pathways triggered by HER3 heterodimerization with HER2 or EGFR increase cancer cell proliferation, tumour growth, angiogenesis, invasion, and metastasis ^58,59^. There are several known molecular markers of epithelial-mesenchymal transition related to cell motility and metastasis. Invasiveness and metastasis are associated with low E-cadherin expression but high Vimentin and Snail expression^60^. We found that Snail declined in MDA-MB-231 cells, which did not significantly express E-cadherin. Snail, but not Vimentin, declined in MDA-MB-468 by overexpressing βArr1 or βArr2. We conclude that the influence of overexpression of βArr1 or βArr2 on the motility of these cells can be mainly related their effect on the expression level of IGF-1R, HER3 and Snail.

To the best of our knowledge, this study is the first to demonstrate the effect of βArr1 and βArr2 on the expression of cell cycle related genes, CDC45, BUB1, CCNB1, CCNB2 and CDKN2C and also of proliferation, motility and invasion related genes HER-3, and Snail. Several studies show that βArr1 and βArr2 may have regulatory effects on the expression of various nuclear genes^9,61^. βArrs can translocate to nucleus and have an influence on DNA function and transcription^6^. Overexpression of βArr1 and βArr2 might increase their translocation to nucleus and have an influence on DNA, leading a change in the expression of cell cycle genes observed in this study.

However, further studies are needed to clarify the underlying mechanisms of these changes, including the expression level of IGF-1R. Since βArr1 seems to be more clinically significant according to the TCGA data analysis and our microarray results, the molecular basis of the differences between the anticancer effect of βArr1 and βArr2 must be clarified in TNBCs.

In conclusion, increasing the expression of βArr1 and βArr2 regulates the cancer behaviour of TNBC cells by decreasing their proliferation and invasion capacity. The molecular analyses revealed that the most prominent regulatory effect of βArrs is cell cycle arrest in the S phase through their influence on the expression levels of cell cycle genes. TCGA data analysis also indicates the clinical relevance of our results, the low expression levels of βArr1 are inversely correlated with CDC45, BUB1, CCNB1, and CCNB2 genes compared to normal tissue samples while positively correlated with poorer prognosis in breast tumours. Furthermore, βArrs can have anticancer response pattern through reducing expression of growth factor receptors, IGF-1R, HER3, and the cell motility related protein, Snail. The anticancer and tumour suppressor effectiveness of βArr1 or βArr2 should thus be examined further through preclinical breast cancer models in animals.

## Supplementary Information

Supplementary Figures.

## Abbreviations

βArrs: β-Arrestins
ARRB: β-Arrestin gene
HER3: Human epidermal growth factor receptor 3
EGFR: Epidermal growth factor receptor
IGF-1R: Insulin-like growth factor receptor 1
TNBC: Triple negative breast cancer

How the deposited data were processed for this re-analysis (not part of the article)

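Total RNA of MDA-MB-231 cells transfected with βArr1-cDNA, βArr2-cDNA or control-cDNA was measured on 6 GeneChip Human Genome U133 Plus 2.0 arrays, 2 biological replicates in each of 3 groups, and all 6 were used. The cells were transfected for 48 h with 2 µg DNA per well and cultured for 12 h more. The values analysed are 1 summarised value per probe set and array, normalized by the authors with quantile normalization in BRB Array Tools 4.3.2 and Bioconductor packages. The methods state a class comparison by t-test with cut-offs on p and on a fold change of 2. Background correction and summarisation are not given in the sources used here. The log2 values analysed were thus made by the authors, who summarised and quantile normalized them before deposition, and the log base was taken from their range, with a lowest value of 2.77 and array medians of 4.92 to 4.97.

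Of 54675 probe sets, 62 were control probe sets, 41091 had a single gene symbol in the annotation used, 1801 had several and 11721 had none. Each gene was represented by the probe set with the highest mean over the 6 arrays among those with a single symbol, which left 19775 genes with no filter on dim probe sets. All 3 groups were fitted together with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 3 residual and 4.73 prior degrees of freedom, two-sided tests and Benjamini-Hochberg adjustment over all genes. The comparisons were βArr1-cDNA against control-cDNA, βArr2-cDNA against control-cDNA, and βArr1-cDNA against βArr2-cDNA. Genes past the study's cut-offs had an unadjusted p under 0.05 in that fit and a change of more than 2-fold. With 2 arrays in a group, a gene's groups do not overlap by chance in 33.3% of cases. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

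The gene lists, the genes to be named and the alternatives were chosen before the data were examined, apart from those marked otherwise. The 21 gene lists were written from general knowledge and hold genes that the paper names for the arrays. They were KEGG cell cycle, KEGG p53 signalling, KEGG Jak-STAT signalling, S phase and DNA replication, G2/M and mitosis, p53 target genes, type I interferon response, NF-kB and inflammatory response, unfolded protein and integrated stress response, heat shock response, hypoxia and glycolysis, cholesterol synthesis, epithelial-mesenchymal transition, actin cytoskeleton and cell motility, receptor tyrosine kinases and ligands, arrestins and G protein-coupled receptor kinases, ribosomal proteins, oxidative phosphorylation, ubiquitin ligases and conjugation, RNA splicing factors, and replication-dependent histones. They were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation and with fry. No call of camera held with an estimated correlation. Enrichment in the 3 KEGG lists was tested with a one-sided Fisher's exact test against all 19775 genes. A further 6 marker lists covered epithelial genes of the other breast lines of the study, mesenchymal breast lines, fibroblasts, blood and immune cells, endothelial cells and housekeeping genes.

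The genes named were those that the paper names for the arrays in its text or in the labels of Fig. 6A and Fig. 8B, which were read from the figures for single values and not for a test, the 10 genes with the largest rise and the 10 with the largest fall in each comparison among those past the adjusted test with groups that do not overlap, and from each list up to 4 members past the test with the largest change. Of the genes that the paper names for the arrays, 3 are not analysed here. Overlap of the 2 comparisons with control-cDNA was compared with independent lists and with 100 simulated draws of unchanged groups that share controls. Arrays were clustered by average linkage on 1 minus Pearson's r of gene-centred values.

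The alternatives were each array centred on its median, quantile normalization applied again, only genes with a mean above the median, a gene counted if any of its probe sets passes, the mean of a gene's probe sets, no probe sets of suffix _x_at, an intensity trend or a robust prior in eBayes, only the compared groups in the fit, the replicate number as a block, the methods' t-test, leaving out each array in turn, and for enrichment the genes past the adjusted test. Counting every probe set by itself, with limma or the methods' t-test, and giving each comparison its own control-cDNA array were added after the values were seen. The class comparison of BRB Array Tools itself was not run. The fit was tested on simulated data with the spread of these arrays, in which 200 of 19775 genes were changed. A log2 change of 1 was found in 100 of 100 genes in each comparison, a log2 change of 0.5 in 69, 70 and 79 of 100, and 12, 9 and 7 genes were called falsely. Quantitative PCR, protein, flow cytometry, invasion and tumour cohort measurements of the paper were not analysed here.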

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

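Among the tests of this part, the reading of the 3′ and 5′ probe sets of the spiked-in RNAs and the count of lower genes under other normalizations were chosen after the result was seen.

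A direct comparison of βArr1-cDNA with βArr2-cDNA arrays, which the paper does not report, called 130 genes higher and 337 lower with βArr1-cDNA. The rankings of this paragraph hold only among the genes with a single symbol in the annotation used. Among them, the transfected gene ARRB1 had the largest difference, with log2 5.78. Among the 10 genes with the largest positive differences were AADACP1 with 1.65, the cyclin gene CCNE2 with 1.33, TRNP1 with 1.04, the metalloproteinase gene MMP10 with 0.94, ZNF367 with 0.92, C11orf96 with 0.90, NUTM2A-AS1 with 0.89, the hyaluronan synthase gene HAS2 with 0.89 and ZNF124 with 0.84. Among the genes with a single symbol, the 10 with the largest negative differences were ZBED6 with −1.70, the kinetochore gene SPC25 with −1.60, CDC27 with −1.50, the cell cycle phosphatase gene CDKN3 with −1.46, the linker histone gene H1-4 with −1.43, GABRB1 with −1.31, CCDC186 with −1.26, ZMYM5 with −1.15, the mitotic exit inhibitor gene FBXO43 with −1.15 and the Wnt antagonist gene DKK3 with −1.15. By the choice of genes with groups that do not overlap, both βArr1-cDNA arrays lay on the same side of both βArr2-cDNA arrays for each. ARRB1 alone of these 20 genes passed in every set of 5 arrays. The others lost the call without βArr2-cDNA replicate 2, all but H1-4, ZBED6, CDC27 and CCDC186 without βArr1-cDNA replicate 1, all but H1-4, AADACP1 and CCNE2 without βArr2-cDNA replicate 1, and MMP10, C11orf96, NUTM2A-AS1, HAS2 and ZNF124 without βArr1-cDNA replicate 2, with a highest adjusted p of 0.0721 for H1-4 to 0.275 for HAS2. Over all genes, 5 passed without βArr1-cDNA replicate 1, 257 without βArr1-cDNA replicate 2, 4 without βArr2-cDNA replicate 1 and 1 without βArr2-cDNA replicate 2. ZNF367 and ARRB1 were read with probe sets of suffix _x_at. At least 1 other probe set did not pass for ARRB1, CCNE2, TRNP1, C11orf96, HAS2, ZNF124, ZBED6, CDC27, GABRB1, CCDC186, ZMYM5 and DKK3.

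Probe sets with no gene symbol in the annotation used, which the paper does not discuss, changed too. At an adjusted p under 0.05 over all probe sets, 279 were higher and 619 lower in βArr1-cDNA arrays against control-cDNA, and 9 were higher and 69 lower in βArr2-cDNA arrays. The largest rise of all probe sets with βArr2-cDNA was in a probe set without a single gene symbol, with log2 5.70 (limma, adjusted p = 2.8e-08). Its mean was 12.52 in βArr2-cDNA arrays and 6.82 in control-cDNA arrays. In the direct comparison the same probe set had the largest negative difference of all, with −5.81.

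The control probe sets of the arrays, which the paper does not report, differed between βArr1-cDNA and control-cDNA arrays. The median log2 difference was −0.40 for spiked-in poly-A RNAs, −0.14 for hybridisation controls, −1.70 for 18S ribosomal RNA and 0.62 for 28S ribosomal RNA. In βArr2-cDNA arrays these were −0.01, −0.03, −0.08 and 0.38. Of the 24, 18 and 3 probe sets of the first 3 groups, 21, 17 and 3 were below all other arrays in both βArr1-cDNA arrays, and the 3 of 28S RNA were above all others.

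Genes lowered in βArr1-cDNA arrays, such as SPC25, KIF20A and CCNB1, were set against 4 technical explanations. Against a small shift between arrays left by the normalization as the whole source, 1836 (92.3%) of the 1989 lower genes stayed lower when each array was centred. With quantile normalization again 1882 did, although each setting changed at least 568 calls. The values were quantile normalized already, with array medians of 4.92 to 4.97, and both settings hold the arrays to a common level. A distortion made by the normalization itself was thus not tested. The median of all log2 fold changes, 0.036, decided nothing, as the quantile normalization of the authors holds it near 0. Against cells of another breast line of the study, epithelial genes that are dim in control-cDNA arrays had a median log2 fold change of 0.102. Less intact RNA and a loss of signal away from the 3′ end in labelling cannot be told apart from an effect of βArr1, since the 3′ minus 5′ value rose by 0.145 in ACTB and 0.0017 in GAPDH, where the SD of 2 arrays was at most 0.042, so that the bound set on both was too wide to notice the rise in ACTB, and 4 of 8 spiked-in pairs had higher values in both βArr1-cDNA arrays than in all others, as had ACTB, and 4 did not. Another human control with 3′ and 5′ probe sets, HUMISGF3A, was not part of that test. Its difference between βArr1-cDNA and control-cDNA was −0.31 for the 3′ set and −0.68 for the 5′ set. An effect of βArr1 itself stays open and would need arrays from further transfections.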

How the results depend on the processing

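The precision is limited by the 2 arrays of each group and, for dim probe sets, by signal near background. Alternatives that count probe sets or give each comparison its own control-cDNA array were chosen after the values were seen, and the cause of the differences below was not tested unless the setting itself changes the genes or arrays tested. Of the 19 calls of gene lists, 283 of 323 results under alternatives kept the call and direction, 40 lost it and 0 reversed, and of the uncalled lists 6 of 238 gained a call and 28 changed direction. Of the 116 calls of named genes, 1609 of 1950 kept the call, 341 lost it and 0 reversed, and of the uncalled ones 30 of 321 gained a call and 12 changed direction. The robust prior moved no count by more than 1.5 times, and of 3844 genes for βArr1-cDNA 3753 passed under it. With each array centred, 3467 of the 3844 passed. All lists lost their call with an estimated correlation (0 of 19).

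In the counts at an adjusted p under 0.05, given for βArr2-cDNA, the direct comparison and both comparisons with control-cDNA, the values were 576 (225 higher and 351 lower), 729 (222 and 507) and 516 with each array centred, 569 (281 and 288), 703 (256 and 447) and 521 with quantile normalization again, 1496 (700 and 796), 1932 (904 and 1028) and 1337 with genes above the median mean, 566 (217 and 349), 926 (255 and 671) and 534 with any probe set, and 1872 (888 and 984), 2207 (1050 and 1157) and 1644 with an intensity trend. With only the compared groups fitted they were 124 (45 and 79) for βArr2-cDNA and 119 for both. Deviations of equally numbered replicates correlated at −0.196, −0.266 and 0.164 between groups, so the arrays were not treated as pairs, and a replicate block gave 120 (55 and 65), 189 (39 and 150) and 116, with 1381 higher and 1621 lower for βArr1-cDNA. The methods' t-test after adjustment gave 3 higher genes for βArr1-cDNA and 0 for βArr2-cDNA, 0 for the direct comparison and 0 for both (4344, 2587 and 2296 at an unadjusted p under 0.05 in the 3 comparisons).

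At the study's cut-offs, any probe set gave 395 genes for βArr1-cDNA (82 and 313), 38 for βArr2-cDNA (14 and 24) and 34 for both, the mean of probe sets 12 (6 and 6) for βArr2-cDNA and 11 for both, every probe set counted 559 (106 and 453), 55 (17 and 38) and 46, and the methods' t-test on every probe set 511 (101 and 410), 50 (15 and 35) and 43. The correlation of both log2 fold changes was 0.808 with genes above the median mean, 0.715 with any probe set, and 0.540 and 0.591 with its own control-cDNA array for each comparison, where 29 and 0 genes passed for both at the adjusted p (with limma, and 2577 and 2843 for βArr2-cDNA at an unadjusted p under 0.05).

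Directions changed only for results that were not called. MET was −2.79 with any probe set and −0.60 with the mean of probe sets, both past the test, MCM4 was 0.015 with the mean of probe sets, and ARRB1 with βArr2-cDNA was −0.27 with any probe set, −0.020 with the mean of probe sets and −0.00063 without _x_at. The adjusted p of lists that turned for βArr1-cDNA was 0.847 (KEGG p53), 0.397 (Jak-STAT), 0.847 (hypoxia) and 0.427 (histones) with fry, 0.878 (epithelial-mesenchymal transition) and 0.878 (arrestins) with quantile normalization again, 0.860 (receptor kinases) with genes above the median mean, 0.739 (epithelial-mesenchymal transition) with the mean of probe sets, 0.986 with the compared groups only and 0.996 with the block for the same list, and 0.976 (hypoxia), 0.976 (receptor kinases), 0.984 (arrestins) and 0.485 (histones) without _x_at.

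With each array left out in turn, a lone array being assumed to vary like the other groups, the counts ranged from 2103 to 3059 for βArr1-cDNA, 0 to 124 for βArr2-cDNA, 1 to 335 for the direct comparison, 0 to 116 for both, and at the cut-offs 165 to 273, 11 to 35 and 10 to 27. The lowest were without βArr1-cDNA replicate 1 (2103 and 165), without βArr2-cDNA replicate 2 (1) and without βArr2-cDNA replicate 1 (11 and 10), and limma gave 0 for βArr2-cDNA and for both without βArr2-cDNA replicate 1, βArr2-cDNA replicate 2 or control-cDNA replicate 2 (2279, 2720 and 2843 at an unadjusted p under 0.05). The correlation ranged from 0.675 to 0.792, the called lists from 17 to 23, and the exact enrichment p from 8.3e-07 to 6.7e-05 for the cell cycle, 0.000181 to 0.00575 for p53 and 0.665 to 0.837 for Jak-STAT with βArr1-cDNA, and from 0.0678 to 1 for p53 with βArr2-cDNA, with 1 throughout for the others. Values that turned ranged from −0.21 to 0.044 for MCM4, −0.17 to 0.045 for IQGAP1, −0.10 to 0.10 for SNAI1 and −0.12 to 0.068 for CDH1, and in adjusted p from 0.614 to 0.966 for KEGG p53, 0.766 to 0.986 for Jak-STAT, 0.513 to 0.986 for hypoxia, 0.630 to 0.986 for epithelial-mesenchymal transition, 0.739 to 0.980 for receptor kinases, 0.766 to 0.986 for arrestins and 0.578 to 0.952 for histones. Of 57 called named genes with βArr1-cDNA 54 passed in every set of 5 arrays, of 28 with βArr2-cDNA 0, and of 31 in the direct comparison 1.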

Differences from the paper's values

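At the study's cut-offs, 209 genes passed for βArr1-cDNA against control-cDNA, where the paper's number is 455. Among the alternatives set before the data were examined, the count with any probe set, 395, was within 1.5 times the paper's number, and the others, from 141 to 273, were not. Every probe set counted by itself gave 559, or 511 with the methods' t-test, both within 1.5 times, and these settings were chosen after seeing the values. How many of the paper's own called genes they drop was not counted, since the paper's list was not analysed here.

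For βArr2-cDNA 22 genes passed the cut-offs, where the paper's number is 390, and every alternative set before the data were examined, from 11 to 38, differed as well. Probe sets counted by themselves, chosen after seeing the values, gave 55 and 50. In both comparisons together 19 genes passed, where the paper's number is 388, the alternatives set before the data were examined gave 10 to 34, and those chosen after seeing the values 46 and 43 with probe sets counted and 20 and 15 with its own control-cDNA array for each comparison. The share of βArr2-cDNA genes that also passed for βArr1-cDNA was large here too, with 19 of 22.

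The enrichment of Jak-STAT signalling among the βArr1-cDNA genes had a −log10 p of 0.125, where the paper's value is about 2.3 in Fig. 5B, read by eye, taken as a −log10 value. The paper does not say which list of changed genes the figure used, and its methods name an adjusted p, so the values may not be of 1 kind. None of the alternatives set before the data were examined reached it, the highest being 0.582 with any probe set. The values for the cell cycle, 5.28 where the paper's is about 6.4 in Fig. 5B, read by eye, and for p53 signalling did not differ by more than 1.5 times, but that for the cell cycle did with genes above the median mean (3.81), with the mean of probe sets (3.65) and without βArr1-cDNA replicate 1 (4.17).

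The paper states that TGFβ2, MET and PIK3CB were lower in βArr1-overexpressing cells (Fig. 8B). Of the 18 genes labelled there that were analysed, 11 were lower, among them HER3 (ERBB3) and VCAN as the paper states. TGFB2 had a log2 fold change of −0.17 (adjusted p = 0.232), MET 0.12 (adjusted p = 0.373) and PIK3CB −0.29 (adjusted p = 0.089). TGFB2 and MET were lower and past the test with any probe set and with the mean of probe sets, and PIK3CB with these, with quantile normalization again, with genes above the median mean and with an intensity trend. The paper also reports lower TGFβ2 by qRT-PCR in βArr1-overexpressing MDA-MB-231 and MDA-MB-468 cells, a measurement not analysed here.

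The legend of Fig. 6A states that the cell cycle genes grouped the cells of all 3 transfections. With the 14 labelled genes analysed, the βArr1-cDNA arrays were grouped together, but at 3 clusters βArr2-cDNA replicate 1 stood alone and βArr2-cDNA replicate 2 with the control-cDNA arrays. With the 120 KEGG cell cycle genes the 3 groups stood apart.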

Other observations

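Tests on the spiked-in RNAs and on separate control-cDNA arrays as to the shared changes and on probe sets of a gene that disagree were chosen after the result was seen. Genes of cholesterol synthesis were lower with βArr1-cDNA, with 17 of 19 lower and 1 higher against control-cDNA (18 and 1 adjusted over the list alone), a median log2 fold change of −0.66 and a camera adjusted p = 2.6e-14 (adjusted p = 0.325 with an estimated correlation). ACAT2 had −1.77, FDPS −1.51, HMGCS1 −1.20 and MSMO1 −1.15. With βArr2-cDNA 4 were lower and 0 higher (11 and 1 adjusted over the list alone, camera, adjusted p = 2.8e-08, adjusted p = 0.765 with an estimated correlation). ACAT2 had −0.90 and FDPS −0.60 there, calls that were lost on leaving out any 1 of the 6 arrays. The βArr1-cDNA arrays enter that comparison only through the variance. In the direct comparison 8 were lower with βArr1-cDNA (17 adjusted over the list alone, camera, adjusted p = 1.7e-15, adjusted p = 0.380 with an estimated correlation), with −0.95 for HMGCS1, where another probe set did not pass, and −0.91 for FDPS, lost without βArr1-cDNA replicate 1, βArr2-cDNA replicate 1 or βArr2-cDNA replicate 2 (adjusted p up to 0.249). With fry the list had an adjusted p of 0.0106 with βArr1-cDNA, 0.169 with βArr2-cDNA and 0.0330 in the direct comparison. In the same βArr1-cDNA arrays the spiked-in RNAs had less signal, with a median difference from control-cDNA of −0.40. This median was −1.70 for 18S RNA and 0.62 for 28S RNA.

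Genes of the unfolded protein and integrated stress response were higher with both arrestins than with the cloning vector, and no other cDNA was tested. With βArr1-cDNA 19 of 37 were higher and 1 lower (22 and 2 adjusted over the list alone, camera, adjusted p = 2.6e-06, adjusted p = 0.325 with an estimated correlation), among them the chaperone genes DNAJC3 with 0.97, CRELD2 with 0.85 and DNAJB9 with 0.77. With βArr2-cDNA 5 were higher and 0 lower (19 and 4 adjusted over the list alone, camera, adjusted p = 8.6e-06, adjusted p = 0.725 with an estimated correlation), with 0.81 for DNAJB9, 0.73 for DNAJC3, where 1 of its other probe sets did not pass, and 0.67 for MANF, calls lost without βArr2-cDNA replicate 1, βArr2-cDNA replicate 2 or control-cDNA replicate 2, and for MANF and DNAJC3 without control-cDNA replicate 1 (adjusted p up to 0.259). In the direct comparison 1 was higher and 1 lower (3 and 2 adjusted over the list alone, camera, adjusted p = 0.0243, adjusted p = 0.773 with an estimated correlation), a call lost without βArr1-cDNA replicate 2 (adjusted p = 0.0823) or βArr2-cDNA replicate 2 (adjusted p = 0.119) and with quantile normalization again (adjusted p = 0.134). Genes of the type I interferon response were lower with βArr1-cDNA, with 14 of 43 lower and 1 higher (19 and 2 adjusted over the list alone, camera, adjusted p = 2.0e-06, adjusted p = 0.325 with an estimated correlation), among them SP110 with −1.01, IFI44 with −0.86, RIGI with −0.84 from a probe set of suffix _x_at, and IFITM1 with −0.84, where other probe sets of SP110 and IFI44 did not all pass. They were also lower than with βArr2-cDNA, with 7 lower and 0 higher (14 and 1 adjusted over the list alone, camera, adjusted p = 2.1e-06, adjusted p = 0.380 with an estimated correlation). With βArr2-cDNA against control-cDNA, 2 interferon genes were lower and 0 higher. The list did not pass there (camera, adjusted p = 0.0566, adjusted p = 0.315 with fry). With fry the stress list had an adjusted p of 0.0106 with βArr1-cDNA, 0.0229 with βArr2-cDNA and 0.0871 in the direct comparison, and the interferon list 0.0125 with βArr1-cDNA and 0.0408 in the direct comparison. The βArr1-cDNA arrays of these comparisons are those with less signal from the spiked-in RNAs, by a median of −0.40.

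Of 62 genes of oxidative phosphorylation 12 were lower and 1 higher with βArr1-cDNA (12 and 1 adjusted over the list alone, camera, adjusted p = 0.0134, adjusted p = 0.995 with an estimated correlation), a call lost without βArr1-cDNA replicate 1 (adjusted p = 0.195), with the mean of probe sets (adjusted p = 0.172), with genes above the median mean (adjusted p = 0.110) and with fry (adjusted p = 0.101). With βArr2-cDNA 1 was lower (1 adjusted over the list alone, camera, adjusted p = 0.00198, adjusted p = 0.765 with an estimated correlation and 0.277 with fry). Of 28 genes of NF-kB and inflammation 5 were lower and 1 higher with βArr1-cDNA (8 and 1 adjusted over the list alone, camera, adjusted p = 0.0553), and the list passed without βArr1-cDNA replicate 2 (adjusted p = 0.0124) or control-cDNA replicate 2 (adjusted p = 0.0336), with quantile normalization again (adjusted p = 0.0204) and with the mean of probe sets (adjusted p = 0.0492). The other lists did not pass camera with βArr1-cDNA, and their higher and lower counts (with those adjusted over the list alone in parentheses) were 3 and 2 of 13 for heat shock (4 and 2, adjusted p = 0.510), 6 and 3 of 33 for hypoxia and glycolysis (8 and 5, adjusted p = 0.99, with the test pointing down where median and mean were above 0), 4 and 6 of 35 for arrestins and receptor kinases (6 and 6, adjusted p = 0.995, but 0.0106 and higher with fry, in a list that holds ARRB1), 0 and 0 of 51 for ribosomal proteins (0 and 0, adjusted p = 0.109, but 0.0344 and higher with fry), 7 and 3 of 40 for ubiquitin ligases (9 and 3, adjusted p = 0.348), 11 and 9 of 57 for splicing factors (15 and 10, adjusted p = 0.510) and 2 and 2 of 13 for histones (6 and 2, adjusted p = 0.929, with a median of 0.10 and a mean of −0.05).

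Of the marker lists, 3 of 26 epithelial genes were higher and 4 lower with βArr1-cDNA, 0 of 14 genes of mesenchymal breast lines were higher and 3 lower, of 10 fibroblast genes 0 changed, of 8 blood and immune genes 1 was lower, of 7 endothelial genes 1 was higher, and of 12 housekeeping genes 1 was higher and 2 lower. With βArr2-cDNA 1 mesenchymal gene and 2 housekeeping genes were lower and 0 genes of the other lists changed. IGF1R had a log2 fold change of −0.20 with βArr1-cDNA (adjusted p = 0.148, past the test with genes above the median mean), VIM −0.18 (adjusted p = 0.149, past the test with genes above the median mean or an intensity trend), CDH1 −0.03 (adjusted p = 0.89) and SNAI1 −0.00 (adjusted p = 0.987).

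Shared control arrays as the whole source of the changes common to βArr1-cDNA and βArr2-cDNA are argued against by the covariance of both log2 fold changes, which was 0.0425 against at most 0.00571 in 100 simulated pairs of unchanged groups, and still 0.0344 and 0.0369 with its own control-cDNA array for each comparison. A difference in labelling is argued against by the spiked-in RNAs, whose median difference from control-cDNA was −0.014 in βArr2-cDNA arrays. An effect common to both arrestins stays open as a hypothesis, since these explanations were tested on the same arrays, and a difference of the control-cDNA cultures from both transfected groups was not tested. The control was the cloning vector and no other cDNA was transfected, so an effect of expressing any cDNA cannot be told apart.

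With βArr1-cDNA, 171 genes with several probe sets above a mean of 6 had one lower by more than 2-fold. Of these, 74 (43.3%) also had a flat one, against 1 of 21 among genes of G2/M and mitosis. It was 16 of 47 among genes with a probe set higher by more than 2-fold. Among genes with a lower one it was 5 of 11 with βArr2-cDNA and 30 of 45 in the direct comparison. The 74 genes had a median length of 96.9 kb, against 54.6 kb for those with a lower but no flat one and 40.2 kb overall. In the direct comparison the first 2 lengths were 94.8 and 49.0 kb. With βArr2-cDNA their order was reversed, with 70.4 kb for the 5 genes with a flat one and 128.0 kb for those without. Probe sets near background are argued against as the whole source, since above a mean of 8 the share was 32.8% (21 of 64), although it fell with the level, from 37.4% above 7 to 30.8% above 9. Loss of signal away from the 3′ end during labelling cannot be told apart from a change of transcript ends, since 4 of 8 spiked-in pairs had higher 3′ minus 5′ values in both βArr1-cDNA arrays than in all others and 4 did not, and the share with βArr2-cDNA, where the spiked-in RNAs differed little, rests on 11 genes. The lower probe sets had a median log2 fold change of −0.38 with βArr2-cDNA, a value that shares the control-cDNA arrays. A change of transcript ends by βArr1 was not tested.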
